# Multimodal analyses of immune cells during bone repair identify macrophages as a therapeutic target in musculoskeletal trauma

**DOI:** 10.1038/s41413-024-00347-3

**Published:** 2024-09-29

**Authors:** Yasmine Hachemi, Simon Perrin, Maria Ethel, Anais Julien, Julia Vettese, Blandine Geisler, Christian Göritz, Céline Colnot

**Keywords:** Bone, Pathogenesis

## Abstract

Musculoskeletal traumatic injuries (MTI) involve soft tissue lesions adjacent to a bone fracture leading to fibrous nonunion. The impact of MTI on the inflammatory response to fracture and on the immunomodulation of skeletal stem/progenitor cells (SSPCs) remains unknown. Here, we used single-nucleus transcriptomic analyses to describe the immune cell dynamics after bone fracture and identified distinct macrophage subsets with successive pro-inflammatory, pro-repair and anti-inflammatory profiles. Concurrently, SSPCs transition via a pro- and anti-inflammatory fibrogenic phase of differentiation prior to osteochondrogenic differentiation. In a preclinical MTI mouse model, the injury response of immune cells and SSPCs is disrupted leading to a prolonged pro-inflammatory phase and delayed resolution of inflammation. Macrophage depletion improves bone regeneration in MTI demonstrating macrophage involvement in fibrous nonunion. Finally, pharmacological inhibition of macrophages using the CSF1R inhibitor Pexidartinib ameliorates healing. These findings reveal the coordinated immune response of macrophages and skeletal stem/progenitor cells as a driver of bone healing and as a primary target for the treatment of trauma-associated fibrosis.

## Abstract (web summary)

Hachemi et al. report the immune cell atlas of bone repair revealing macrophages as pro-fibrotic regulators and a therapeutic target for musculoskeletal regeneration. Genetic depletion or pharmacological inhibition of macrophages improves bone healing in musculoskeletal trauma.

## Introduction

Musculoskeletal conditions affect approximately 1.71 billion people and are the principal contributor to disability worldwide.^1^ Among them, musculoskeletal traumatic injuries (MTI), marked by extensive soft tissue damage associated with a bone fracture, are a leading cause of fracture nonunion. Clinical management of MTI is challenging as current treatments are mostly surgical with variable healing outcomes.^2^ The consequences of MTI on bone regeneration are poorly understood, limiting our ability to address these debilitating conditions of fracture nonunion.

As observed in many tissues, bone repair following injury is initiated by an inflammatory response and a transient fibrotic response of skeletal stem/progenitor cells (SSPCs), followed by a reparative phase to reestablish tissue integrity and function.^3–6^ However, how immune cell dynamics influence the fate of SSPCs after bone injury is still poorly understood. SSPCs reside mostly in the periosteum, as well as bone marrow and skeletal muscles neighboring the fracture site.^3,7–11^ Upon fracture, SSPC differentiation occurs in a complex injury environment, where inflammatory cells migrate and play essential roles in the initiation and progression of the repair process. Among inflammatory cell types, macrophages are suspected to be crucial regulators of the early stages of bone healing.^12–14^ Inflammatory and resident macrophages remove necrotic cells and debris and secrete chemotactic mediators to recruit SSPCs at the fracture site.^12,15–19^ Conversely, prolonged inflammation and delay in the clearance of macrophages may delay healing.^20–25^ Specific pro-fibrotic macrophage subtypes have been incriminated in fibrotic diseases and impaired tissue regeneration.^19,26–28^ In MTI, the absence of fracture consolidation has been associated with fibrotic accumulation,^8^ but the impact of the trauma environment and macrophages on altered SSPC differentiation is still unknown.

Here, we used single-nucleus transcriptomics to describe the dynamic changes of inflammatory cells in response to bone fracture and their relationship with SSPCs. We uncovered the heterogeneity of inflammatory cells after bone injury and identified four macrophage subpopulations with distinct signaling roles. We found that SSPCs follow a parallel temporal trajectory with an early pro-inflammatory phase followed by an anti-inflammatory/pro-repair phase. We analyzed a murine model of MTI, where altered SSPC differentiation causes fibrotic accumulation and fracture nonunion.^8^ In this MTI model, we showed that the inflammatory response of immune cells and SSPCs is altered, causing fibrous nonunion. Genetic depletion of macrophages improved bone union in the MTI mouse model, revealing macrophages as a promising therapeutic target in MTI. Finally, we showed that the macrophage-specific CSF1R inhibitor Pexidartinib can rescue MTI-induced nonunion. More generally, our results highlight the critical role of macrophages in controlling SSPC fate after injury and the promising potential of targeting macrophages to prevent fibrous nonunion.

## Results

### Immune cell heterogeneity in response to bone fracture

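Nuclei from the periosteum and hematoma at day 1 post-fracture, pooled from 3 or 4 mice, were sorted and made into 1 droplet-based single-nucleus RNAseq library. The authors counted the reads with Cell Ranger 7.0.1 on the mouse mm10 genome, intronic and exonic reads included, and deposited the number of unique molecular identifiers (UMIs, which count captured RNA molecules) per gene and barcode, without normalization, for 32285 mouse genes. The deposited counts held 48987 barcodes and 9389014 UMIs, with 72 to 8338 UMIs and a median of 157 UMIs per barcode. Of these barcodes, 43464 had fewer than 200 genes and together 6848386 UMIs, and are taken here as a measure of RNA that was free in the droplets. The mitochondrial and ribosomal limits given next were not applied to these 43464 barcodes. The filters of the study's methods (200 to 5000 genes, under 0.5% mitochondrial and under 2.5% ribosomal UMIs) were applied to the counts. The gene limits alone left 5523 nuclei, and all filters left 2405 nuclei with a median of 409 UMIs. Seurat was used to log-normalize and cluster this library by itself, with mitochondrial content, ribosomal content and cell cycle regressed out, 20 principal components and a resolution of 1.7. The genes of the secretome and factor lists of Table S2, with Arg1, Cd68, Mrc1, Taco1, Csf1r and Csf1, were left out of the clustering. Clusters were called X-like from marker genes listed before the data were examined. Myogenic clusters held 1394 nuclei and were removed, because the study also removed myogenic nuclei, which left 1011 nuclei with a median of 376 UMIs. The stress and immune genes Atf3, Egr1, Jun, Nfkbiz and Il1b were among the genes that led some of these myogenic clusters. Muscle genes such as Myoz2, Ckmt2 and Myh2 led others. Doublets were kept, because scrublet marked 1 of the 5414 nuclei it scored (0.0185%), too few for the caller to have worked. The other time points with which the study integrated this library were not analysed here. With 1 library there is no replicate and no test was run. Intervals in parentheses are 95% intervals, exact Clopper-Pearson for shares and exact Poisson for UMI sums, and cover counting error only.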

To investigate the inflammatory phase of bone repair, we generated a single-nucleus RNAseq dataset of the periosteum and hematoma at day 1 post-fracture. We integrated this dataset with datasets from Perrin et al.^4^ containing the uninjured periosteum and the periosteum and hematoma/callus at days 3, 5, and 7 post-fracture (Fig. 1a). We obtained 23 cell clusters corresponding to 11 cell populations i.e. SSPCs, injury-induced fibrogenic cells (IIFCs), osteoblasts, chondrocytes, adipocytes, Schwann cells, fibroblasts, osteoclasts, immune cells, pericytes and endothelial cells (Fig. 1b, Fig. S1a). 

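In the day 1 post-fracture library, 237 of the 1011 nuclei lay in an immune-like cluster, a share of 23.4% (20.9 to 26.2%). This cluster had a median of 321 UMIs per nucleus, and S100a8, Vav1 and Prkcd were among the genes that led it. A skeletal lineage-like cluster held 95 nuclei, a share of 9.40% (7.67 to 11.4%). No name was given to 679 nuclei, a share of 67.2% (64.2 to 70.1%). Of these, 479 nuclei lay in a cluster without any marker set and 200 nuclei in a cluster led by genes such as Vmn2r76 and rich in repeat-derived transcripts. The immune-like share moved far beyond its counting error with the processing. It was 0.680% when both libraries were clustered together and 49.1% when the measured genes were kept in the clustering. It was 0 when nuclei with fewer than 500 genes were removed, which left 109 nuclei. Removing nuclei with over 5% of their UMIs on repeat-derived genes, an alternative chosen after the data were seen, moved it most, to 72.9%. The names were rebuilt from markers, and a difference from the share in Fig. 1d may come from that.

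**Figure D1:**
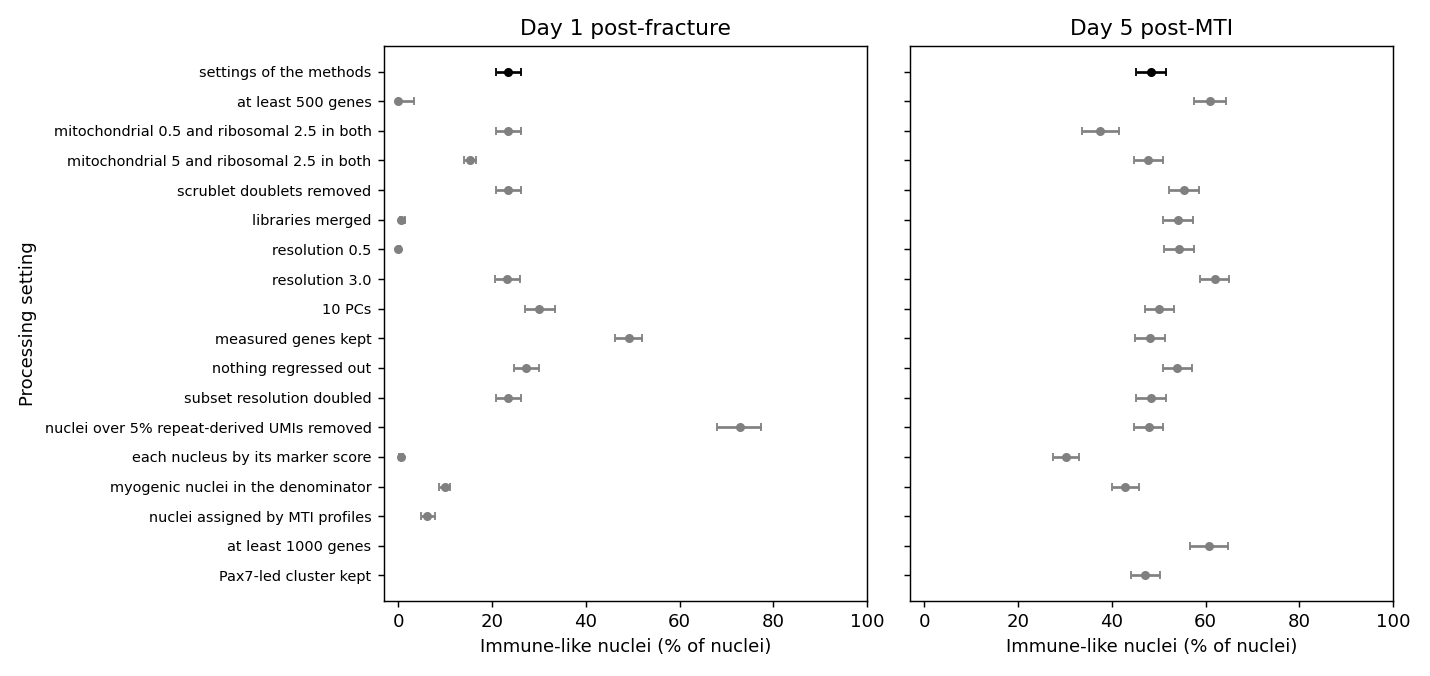
Share of immune-like nuclei (x axis, percent of nuclei) in the day 1 post-fracture library (left) and the day 5 post-MTI library (right) under each processing setting (y axis). Points are shares and bars are exact 95% binomial intervals for counting error, and the settings of the methods are in black. Myogenic nuclei are left out of the denominator except in the setting that names them. The day 1 points spread from 0 to 72.9%, and the MTI points from 30.1 to 61.9%.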

The immune cell population represented 30% of the dataset, with a peak in the percentage of immune cells at days 1 and 3 post-fracture before a progressive decrease at days 5 and 7 post-fracture (Fig. 1c, d, Fig. S1b). 

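The 237 immune-like nuclei of the day 1 post-fracture library were reclustered with 10 principal components and a resolution of 1.7, as in the methods. This gave 12 clusters of 2 to 38 nuclei, and none of them had the 3 detected markers needed for a name as macrophages, monocytes, dendritic cells, neutrophils, NK/T cells or B cells. Summed over these nuclei, which held 80090 UMIs, Adgre1 had 7 UMIs, S100a8 had 10, Cd247 had 2 and Ighm had 2. Cd52 and Traf1 had 0 UMIs, which allows up to 46.1 CPM of each (UMIs of the gene per 1000000 UMIs of the population). Names depended on the settings. With the measured genes kept in the clustering, 78 nuclei (6.94%) were macrophage-like and 70 (6.23%) neutrophil-like. With limits of 5% mitochondrial and 2.5% ribosomal UMIs, 117 of 2872 nuclei (4.07%) were macrophage-like, and 44 of 1123 (3.92%) were with nothing regressed out. The 4.07% leaves out a cluster of 142 nuclei that was removed as myogenic, with myogenic markers at 4.78% of its UMIs and a limit of 4.15%. Prkcd, Csf2ra, Msr1 and Vav1 were among its leading genes, and Prkcd and Vav1 also led the immune-like cluster above.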

We isolated the immune cells and obtained a subset dataset containing 10 cell clusters and corresponding to 6 cell populations: macrophages (expressing *Adgre1* (F4/80)), monocytes (expressing *Cd52*), dendritic cells (expressing *Traf1*), neutrophils (expressing *S100a8*), NK/T cells (expressing *Cd247*) and B cells (expressing *Ighm*) (Fig. 1e, Fig. S1c). 

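No early, intermediate or late macrophage subset was named in the day 1 post-fracture library with the settings of the methods, so the subset genes were summed over all immune-like nuclei. Arg1 (ENSMUSG00000019987, chromosome 10 of mm10 from 24915221 to 24927484, minus strand) had 24 UMIs there, 299.7 CPM (192 to 446). Its level was 216 CPM (103 to 396) in skeletal lineage-like nuclei and 139 CPM (113 to 169) in myogenic nuclei. The barcodes under 200 genes held 1690 Arg1 UMIs, 247 CPM (235 to 259), so that the level in immune-like nuclei was 1.21 (0.776 to 1.81) times that of free RNA. An Arg1 UMI was present in 8.86% of immune-like nuclei, with a median of 321 UMIs, and in 6.67% of myogenic nuclei, with a median of 430 UMIs. Myogenic nuclei should lack the gene. None of their clusters had a gene of the myogenic marker list used here among its 10 leading genes. Muscle genes outside that list, such as Myoz2, Ckmt2 and Myh2, led some of them. Stress and immune genes led others, so the myogenic nuclei are not a clean background. The intervals of the Arg1 levels of these populations did not overlap, so the higher level in immune-like nuclei was beyond counting error. Thinning to 500 UMIs per nucleus left 6 of the 237 immune-like nuclei, too few for a share, 1 of them with an Arg1 UMI. The Arg1 level of immune-like nuclei moved with the processing. It was 410.1 CPM (318 to 520) with the 5% mitochondrial limit, above that of barcodes under 200 genes by more than counting error. It was 153 CPM (103 to 219) with the measured genes kept in the clustering, below that of these barcodes, and 549 CPM (66.5 to 1984) in the 7 immune-like nuclei found when both libraries were clustered together. Cd68 had 2 UMIs in immune-like nuclei. Mrc1 had 18 UMIs, 225 CPM (133 to 355), which was 2.25 (1.33 to 3.58) times its level in barcodes under 200 genes. Taco1 was at 199.8 CPM (114 to 324) in immune-like and 221 CPM (187 to 258) in myogenic nuclei.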

The macrophage population was divided into 4 distinct subpopulations: early macrophages were present mostly at day 1 post-fracture and marked by high expression of *Arg1*, intermediate macrophages were present mostly at day 3 post-fracture and marked by high expression of *Cd68*, late macrophages 1 were found from day 5 post-fracture and expressed *Mrc1* (CD206) and late macrophages 2 were found from day 3 and expressed *Taco1* (Fig. 1f, g, Fig. S1d, e).

**Fig. 1:**
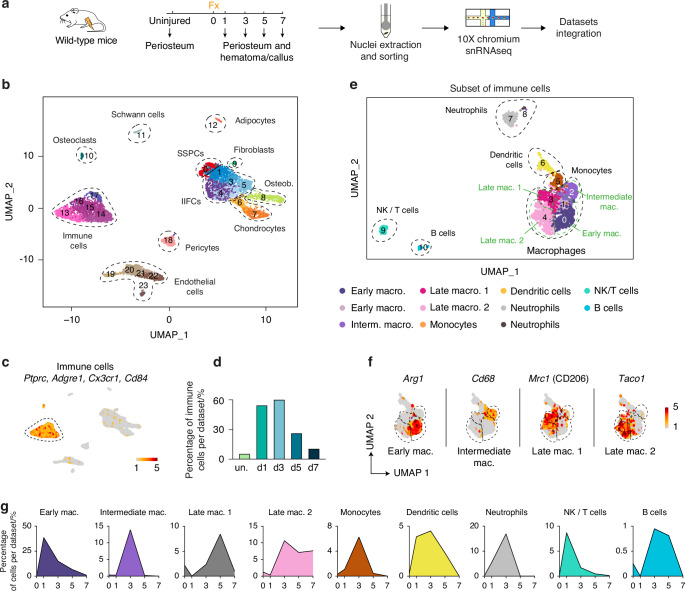
The immune cell atlas of bone regeneration. **a** Experimental design. Nuclei were extracted from the periosteum of uninjured tibia and from the periosteum and hematoma/callus at days 1, 3, 5 and 7 post-tibial fracture of wild-type mice and processed for single-nucleus RNAseq. **b** UMAP projection of the integration of uninjured, day 1, day 3, day 5 and day 7 datasets. Eleven populations are identified and delimited by black dashed lines. **c** Feature plot of the immune lineage score in the combined fracture datasets. **d** Percentage of cells in the immune population per time point. **e** UMAP projection of the subset of the immune cell clusters of the combined fracture datasets. The six populations are delimited by black dashed lines, and macrophage subpopulations are delimited by green dashed lines. **f** Feature plots of the expression of *Arg1, Cd68, Mrc1* (CD206), and *Taco1* in the macrophage subpopulations. **g** Percentage of cells in the immune cell populations per time point. un. uninjured, mac. macrophages, IIFCs injury-induced fibrogenic cells, Osteob. osteoblasts

### Macrophage dynamics during the inflammatory phase of bone healing

To further characterize the macrophage sub-populations in the early fracture healing environment, we performed flow cytometry and immunostaining analyses on uninjured periosteum and near adjacent muscle, and on the hematoma/callus at days 1, 3, 5 and 7 post-fracture from *Cx3cr1*^*GFP*^ mice, in which myeloid cells are marked by the GFP fluorescent reporter (Fig. 2, Fig. S2). We confirmed the immune cell dynamics described in the snRNAseq analyses, with an increase of CD45^+^ and GFP^+^ cells at day 1 post-fracture, a peak at day 3 and a decrease at days 5 and 7 (Fig. 2b–f). In the uninjured periosteum and muscle, the CD45^+^, GFP^+^, F4/80^+^ macrophage population was Arg1 and CD68 negative. At day 1, we identified a peak of Arg1^+^ macrophages and the majority of macrophages were Cd68^low^, corresponding to early macrophages (Fig. 2b–f, Fig. S3). At day 3, macrophages were CD68^high^ while the percentage of Arg1^+^ cells decreased, corresponding to intermediate macrophages. At day 5, macrophages were mostly CD68^low^ and we observed a continuous decrease of Arg1^+^ macrophages and a peak of CD206^+^ macrophages, corresponding to late macrophages 1 and 2. We performed immunostaining to determine the spatial distribution of these macrophage populations in the fracture callus. GFP^+^ cells localized in the entire callus/hematoma at days 1 and 3 post-fracture, and progressively decreased from day 5, specifically in the regions where cartilage islets and trabecular bone are forming (Fig. 2f). Interestingly, while Arg1^+^ and CD68^+^ macrophages were detected within the hematoma/callus, CD206^+^ macrophages were only detected in the muscle surrounding the fracture site, suggesting that this population is a muscle-specific macrophage subset (Fig. 2f, g). Overall, combined single-nucleus transcriptomic, flow cytometry and histological analyses identified distinct macrophage subsets during the inflammatory phase of bone repair, with specific time and tissue patterning.

**Fig. 2:**
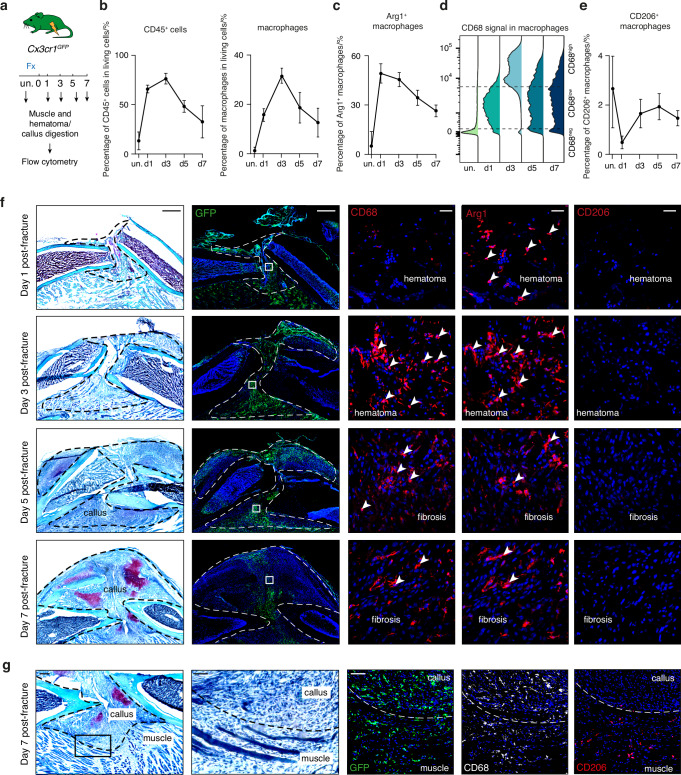
Dynamics of macrophage subsets during bone regeneration. **a** Experimental design. Cells were isolated from uninjured muscle and periosteum and from the fracture environment (hematoma/callus, activated periosteum and skeletal muscle surrounding the fracture site) at 1, 3, 5 and 7 days post-fracture from *Cxc3cr1*^*GFP*^ mice and analyzed by flow cytometry (*n* = 3–7 per group). **b** Percentage of CD45^+^ cells and macrophages (CD45^+ ^GFP^+^ F4/80^+^ cells) in the uninjured periosteum/muscle and fracture environment at 1, 3, 5 and 7 days post-fracture of *Cx3cr1*^*GFP*^ mice. **c** Percentage of Arg1^+^ macrophages (CD45^+^ GFP^+^ F4/80^+^ Arg1^+^ cells). **d** CD68 signal in the macrophage population (CD45^+^ GFP^+^ F4/80^+^ cells). **e** Percentage of CD206^+^ macrophages (CD45^+^ GFP^+^ F4/80^+^ CD206^+^ cells). **f** Left. Safranin’O staining and fluorescent images of GFP signal in longitudinal sections of tibial fracture at 1, 3, 5 and 7 days post-fracture. Middle and right: immunofluorescence of CD68, Arg1 and CD206 on callus hematoma/fibrosis at 1, 3, 5 and 7 days post-fracture in *Cx3cr1*^*GFP*^ mice showing cells labeled by Arg1 or CD68 (white arrowheads) (*n* = 3 sections from 3 mice). **g** Left: Safranin’O staining of tibial fracture section of *Cx3cr1*^*GFP*^ mice at 7 days post-fracture. Right: Immunofluorescence of CD206 and CD68 on adjacent sections shows that CD206^+^ macrophages are only localized in the skeletal muscle surrounding the fracture site. Scale bars: **f** high magnification: 1 mm, low magnification: 25 μm. **g** High magnification: 250 μm, low magnification: 100 μm

### Distinct secretome and paracrine roles of the macrophage subsets during bone healing

Additional analyses of single-nucleus transcriptomics defined the paracrine roles of macrophage subsets in bone healing. Connectome analyses showed that the paracrine role of immune cells is transient and mostly occurs at days 1 and 3 post-fracture (Fig. 3a). Among the immune cell populations, monocytes, early macrophages, intermediate macrophages, and late macrophages 1 had the highest interaction strengths (Fig. 3b). We identified that macrophages express factors from several key signaling families, like interleukins, cytokines and PDGFs (Fig. S4a). Early macrophages expressed genes encoding pro-inflammatory factors including *Cxcl2, Ccl2, Ccl7, Ccl9 and Thbs1*, and predominantly at day 1 post-fracture (Fig. 3c).^29–31^ 

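At day 1 post-fracture these factors were summed over all immune-like nuclei, since no early macrophages were named. Thbs1 had the most UMIs of them, 36, or 449 CPM (315 to 622), compared with 219 CPM (186 to 256) in myogenic nuclei, a difference beyond counting error. Cxcl2 was at 237 CPM (143 to 370.5) from 19 UMIs, compared with 124 CPM (99.2 to 152) in myogenic nuclei. Ccl2 was at 225 CPM (133 to 355) from 18 UMIs, Ccl7 at 125 CPM (59.9 to 229.6) from 10 UMIs and Ccl9 at 49.9 CPM (13.6 to 128) from 4 UMIs. Relative to the barcodes under 200 genes, the levels were 0.994 (0.597 to 1.56) for Cxcl2, 0.891 (0.527 to 1.41) for Ccl2, 0.558 (0.267 to 1.03) for Ccl7, 1.10 (0.297 to 2.84) for Ccl9 and 1.17 (0.817 to 1.62) for Thbs1. For none of these 5 genes was the level in these immune-like nuclei above that of the barcodes by more than counting error. The barcodes were not held to the mitochondrial and ribosomal limits of the nuclei, so the denominators are unlike. A ratio near or below 1 does not exclude expression of these genes in the nuclei.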

Intermediate macrophages expressed pro-repair factors such as *Tgfb1, Apoe*, and *Pf4* mostly at day 3 post-fracture (Fig. 3c).^31–34^ Finally, late macrophages 1 expressed anti-inflammatory factors like *Igf1, Gas6* and *Pdgfc*, mostly at day 5 post-injury (Fig. 3c).^30,35,36^ We observed the progressive shift from the pro-inflammatory phase at day 1 post-fracture to the anti-inflammatory phase at day 5 post-fracture. 

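At day 1 post-fracture, Spp1 (ENSMUSG00000029304, chromosome 5 of mm10 from 104435118 to 104441050, plus strand) had 75 UMIs in immune-like nuclei, 936 CPM (737 to 1174). Its level was 476 CPM (427 to 529.8) in myogenic nuclei and 1109 CPM (1084 to 1134) in barcodes under 200 genes. Nampt had 8 UMIs in immune-like nuclei, 99.9 CPM (43.1 to 197), and was at 114 CPM (90.4 to 141) in myogenic nuclei. Il15 was at 87.4 CPM (35.1 to 180.1) from 7 UMIs and Ly86 at 62.4 CPM (20.3 to 146) from 5 UMIs. Unlike the secretome genes, these 4 genes were not left out of the clustering. Early and intermediate macrophages could not be compared at this day.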

We also found that some pro-inflammatory genes like *Spp1* and *Nampt* were expressed by both early and intermediate macrophages, and some anti-inflammatory genes like *Il15* and *Ly86* were expressed by both intermediate and late macrophages, suggesting that intermediate macrophages represent the population at the interface between the pro- and anti-inflammatory phase of bone healing (Fig. S4b). Using CellChat package,^37^ we identified the factors, including *Nampt, Spp1, Tgfb1*, *Pdgfc* and *Igf1*, expressed by early, intermediate, and late macrophages that can signal to SSPCs, IIFCs, chondrocytes and osteoblasts (Fig. 3d), unraveling multiple and dynamic interactions between macrophages and the SSPC, IIFC, chondrocyte and osteoblast populations.

**Fig. 3:**
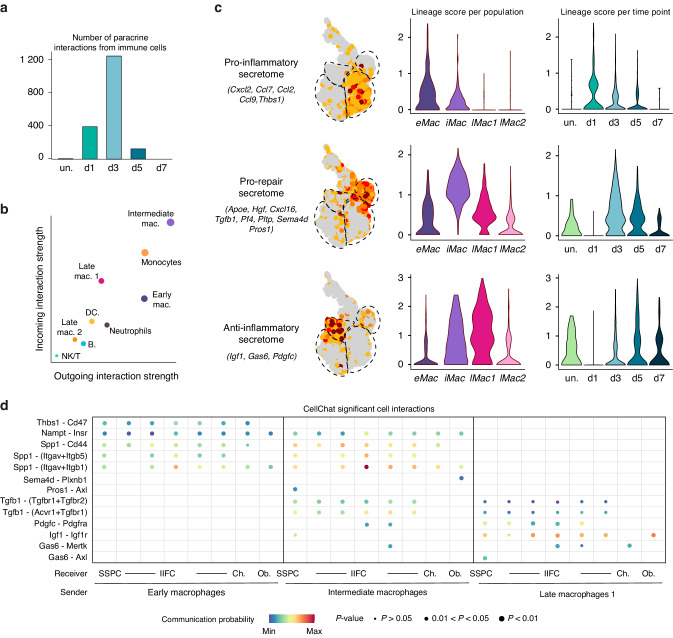
Distinct paracrine roles of macrophage subsets in the bone fracture environment. **a** Number of paracrine interactions from immune cells per time point determined by Connectome package. **b** Incoming and outgoing interaction plot of the immune cell populations showing that early macrophages, intermediate macrophages and late macrophages 1 are the main macrophage populations with a paracrine role after fracture. **c** Feature plots (left) and violin plots per macrophage cluster (in all time points, middle) and per time point (in all macrophage clusters, right) of the score of the pro-inflammatory, pro-repair and anti-inflammatory secretome in the subset of macrophages. **d** Dot plot of the significant interactions from early, intermediate and late macrophages 1 to SSPCs, IIFCs, chondrocytes and osteoblasts determined by CellChat package. eMac early macrophages, iMac intermediate macrophages, lMac1 late macrophages 1, lMac2 late macrophages 2, un. uninjured, Ch. chondrocytes, Ob. osteoblasts

### Fibrogenic and inflammatory response of SSPCs to bone fracture

Next, we focused our analyses on the fate of SSPCs during the inflammatory phase of bone repair. We performed a subset analysis of SSPCs, IIFCs, osteoblasts and chondrocytes (Fig. 4A). As previously reported, we observed that SSPCs differentiate in 2 consecutive steps by first engaging into an injury-induced fibrogenic state before undergoing either osteogenesis or chondrogenesis (Fig. 4a, b, Fig. S5).^4^ We observed that injury-induced fibrogenic cells (IIFCs) were divided in 2 subpopulations, one predominant at day 1 and 3 post-fracture (cluster 2) and one predominant at day 5 and 7 post-fracture (clusters 3–5) (Fig. 4c, d). 

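The 95 skeletal lineage-like nuclei of the day 1 post-fracture library were reclustered with 20 principal components and a resolution of 0.5, as in the methods. They stayed 1 cluster, which was called IIFC-like from 3 markers, and Il1r1, Cxcl5, Fbln2 and Adam12 were among its leading genes. The subpopulations of IIFCs were not separated with this resolution, and no share of either is given for this day. When the resolution was doubled, the nuclei fell into 3 clusters, of which 48 nuclei (4.75%) were IIFC-like, 36 nuclei led by Cxcl5 and Il1r1 had no name, and neither had the other 11. The skeletal lineage-like share was 27.1% after removal of nuclei rich in repeat-derived UMIs, the alternative chosen after the data were seen that moved it most.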

We performed gene regulatory network (GRN) analyses using SCENIC package (Single Cell rEgulatory Network Inference and Clustering) to identify regulons (transcription factors and their target genes) specifically active in the 2 IIFC subpopulations.^38^ IIFCs from cluster 2 had active regulons linked to the stress response/cell activation (Junb, Fos), and to several pro-inflammatory signaling pathways including JAK-STAT (Stat1, Stat3), NFκB (Nfκb1, Rela) and Interferon regulatory factors (Irf1, Irf3). IIFCs from clusters 3 to 5 had active regulons linked to tissue regeneration, such as Six1, Meis1, Pax9 and to the resolution of inflammation, such as Pparg and Etv1. (Fig. 4e).^39–42^ These analyses revealed that IIFCs first exhibit a pro-inflammatory profile before switching to a pro-repair/anti-inflammatory profile. 

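Transcripts of the regulon factors, not the regulon activity, were counted in the IIFC-like nuclei at day 1 post-fracture, which held 46398 UMIs. Rela was at 194 CPM (88.7 to 368) from 9 UMIs, 7.22 (3.25 to 14.0) times its level in barcodes under 200 genes. The same ratio was 2.30 (1.22 to 3.96) for Nfkb1 (13 UMIs) and 1.96 (1.04 to 3.36) for Junb (13 UMIs). It was 1.19 (0.478 to 2.47) for Stat3 (7 UMIs) and 1.99 (0.408 to 5.91) for Irf1 (3 UMIs), so that these levels were not distinguishable from free RNA. Fos and Irf3 had 0 UMIs, which allows up to 79.5 CPM of each. Of the factors of the later state, Pparg had 9 UMIs, 2.93 (1.33 to 5.60) times free RNA, Meis1 and Etv1 had 2 each and Pax9 had 0. The intervals were not adjusted for the number of genes. None of these factors was left out of the clustering, so the grouping of the nuclei can rest partly on them. From the regulons active in each IIFC subpopulation across all fracture time points, the paper concludes that IIFCs show a pro-inflammatory profile before a pro-repair and anti-inflammatory one.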

Cell interaction analyses showed that the secretome of IIFCs also changes during the steps of bone healing (Fig. S4c). 

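At day 1 post-fracture, Cxcl5 (ENSMUSG00000029371, chromosome 5 of mm10 from 90759360 to 90761624, plus strand) had 18 UMIs in the IIFC-like nuclei, 388 CPM (229.9 to 613), which was 7.57 (4.43 to 12.1) times its level in barcodes under 200 genes. The 18 UMIs came from 8 nuclei. Csf1 had 8 UMIs, 172 CPM (74.4 to 339.7), or 2.57 (1.10 to 5.10) times free RNA. Ccl2 was at 172 CPM (74.4 to 339.7), 0.683 (0.295 to 1.35) times free RNA, and Cxcl2 at 64.7 CPM (13.3 to 189), 0.271 (0.0558 to 0.793) times free RNA. No Ccl5 UMI was present, which allows up to 79.5 CPM. Among the genes that the study assigns to the later state, Igf1 had 4 UMIs, Gas6 had 2, Inhba and Tgfb3 had 1 each, and Bdnf and Hgf had 0. The ratio to free RNA had an interval that included 1 for Igf1, Gas6, Inhba and Tgfb3.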

Pro-inflammatory IIFCs (pIIFCs) expressed genes coding for pro-inflammatory factors including *Cxcl2, Cxcl5, Ccl2, Ccl5*, and *Csf1* while anti-inflammatory IIFCs (aIIFCs) expressed several pro-repair/anti-inflammatory genes such as *Igf1, Bdnf, Tgfb3, Gas6, Hgf* and *Inhba* (Fig. 4f). CellChat analyses established SSPCs and IIFCs as the main sources of signals for the immune cells after injury and more importantly for macrophages (Fig. S4d), indicating that signaling from IIFCs can also modulate the inflammatory response to bone fracture. Using our previously published scRNAseq datasets,^8^ we confirmed that muscle SSPCs also adopt a pIIFC profile followed by an aIIFC profile, associated with secretion of pro-inflammatory and anti-inflammatory factors respectively (Fig. S6a–d). Overall, during their fibrogenic response to bone fracture, SSPCs adopt successive inflammatory profiles that parallel the temporal dynamic of macrophages.

**Fig. 4:**
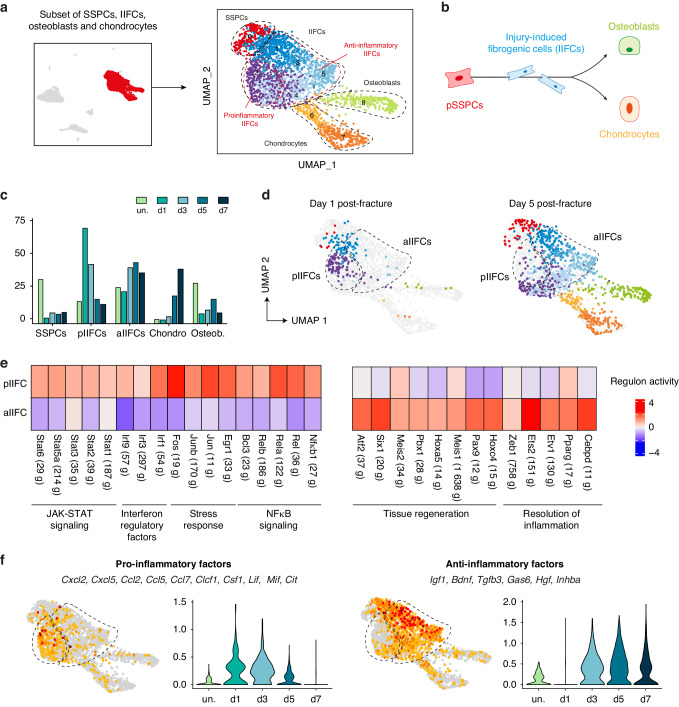
Inflammatory profile of SSPCs in response to bone fracture. **a** UMAP projection of the subset of SSPCs, IIFCs, osteoblasts and chondrocytes from the combined fracture dataset. **b** Schematic representation of the differentiation trajectory of pSSPCs after bone fracture. **c** Percentage of cells in the different populations per time point. **d** UMAP projection of the cells from the day 1 and day 5 post-fracture datasets in the integrated dataset. **e** Heatmap of the regulon activity upregulated in pro-inflammatory IIFCs (pIIFCs, left) and upregulated in anti-inflammatory IIFCs (aIIFCs, right). **f** Feature plots and violin plots per time point of the score of the expression of pro-inflammatory factors (left) and anti-inflammatory factors (right). pSSPCs periosteal skeletal stem progenitor cells

### Prolonged inflammatory response in musculoskeletal trauma

We previously showed that musculoskeletal traumatic injury (i.e. combined fracture and adjacent muscle injury) causes fibrotic accumulation in the fracture callus and subsequent bone nonunion (Fig. 5a).^8^ At 21 days post-fracture, the callus was fully ossified with almost complete resorption of fibrous tissue^8^ and we did not detect CD68^+^ and CD206^+^ macrophages in callus fibrosis. However, GFP^+^ cells were detected in the newly formed bone marrow tissue surrounding bone trabeculae (Fig. 5a–c). After MTI, we observed accumulation of GFP^+^ macrophages expressing CD68 and CD206 in the persistent fibrous tissue within the callus (Fig. 5b, c). This suggested that the macrophage dynamic is perturbed in MTI and could contribute to fibrotic accumulation. To investigate the impact of MTI on the immune cell response to injury, we performed flow cytometry analyses of the cells from the fracture hematoma/callus and surrounding muscles after MTI and compared with the fracture data from Fig. 2 (Fig. 5d). At day 1 post-injury, we observed similar percentages of CD45^+^ cells in MTI and fracture, but decreased percentages of macrophages, Arg1^+^ and CD68^low^ macrophages in MTI, indicating a delay in macrophage recruitment or activation after MTI (Fig. 5e, f). At day 3 post-injury, no differences were observed between fracture and MTI. At days 5 and 7, we detected a decrease in immune cells in the fracture callus compared to day 3, while in MTI the percentages of CD45^+^, GFP^+^ cells, total macrophages, Arg1^+^, and CD68^high^ macrophages remained high and were significantly increased compared to fracture (Fig. 5e, f, Fig. S2c). In addition, the percentage of CD206^+^ macrophages continued to increase and remained high in MTI compared to fracture. Analyses on tissue sections confirmed the accumulation of macrophages in the callus and skeletal muscle surrounding the fracture site (Fig. 5g), showing an altered immune response marked by a delay in the resolution of inflammation at days 5 and 7 post-MTI.

**Fig. 5:**
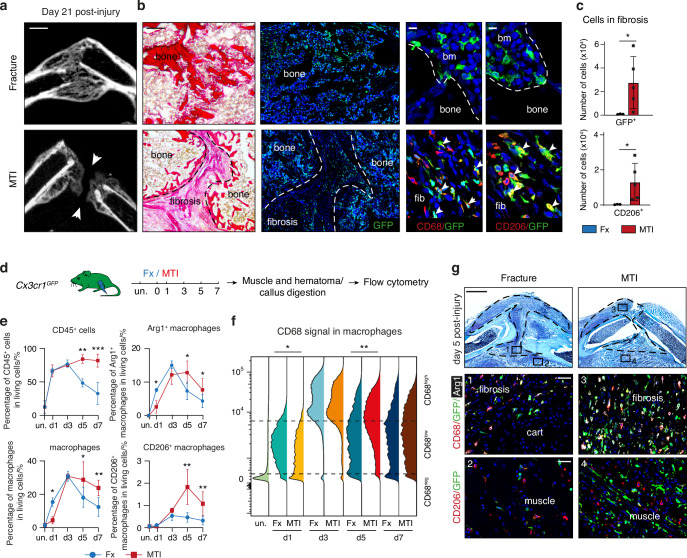
Musculoskeletal trauma alters macrophage dynamic during bone repair. **a** Left: microCT images of day 21 post-fracture (top) or post-MTI (bottom) callus showing absence of bone union in MTI (white arrowheads). **b** Low magnification of picrosirius staining and GFP signal on adjacent sections of 21-days post-injury callus of *Cx3cr1*^*GFP*^ mice and high magnification of the callus showing GFP^+^ CD206^+^ and GFP^+^ CD68^+^ cells in the fibrosis after MTI (white arrowheads). **c** Number of GFP^+^ and CD206^+^ cells in the callus fibrosis at day 21 post-fracture or MTI (*n* = 3–4 per group). **d** Experimental design. Cells were isolated from muscles and hematoma/callus at days 1, 3, 5 and 7 post-fracture or MTI of *Cx3cr1*^*GFP*^ mice and analyzed by flow cytometry (*n* = 3–8 per group). **e** Percentage of CD45^+^ cells, macrophages (CD45^+^ GFP^+^ F4/80^+^), and percentage of Arg1^+^ and CD206^+^ macrophages in uninjured tissue and at 1, 3, 5 and 7 days post-fracture or MTI of *Cx3cr1*^*GFP*^ mice. **f** CD68 signal in the macrophage population (CD45^+^ GFP^+^ F4/80^+^ cells). Statistical difference was determined between the median of fluorescent signal per sample. **g** Top: Safranin’O staining of day 5 post-fracture or MTI callus. Middle-bottom: high magnification of the callus and muscle sections of *Cx3cr1*^*GFP*^ mice showing increased amount of GFP^+^ CD206^+^ and GFP^+^ CD68^+^ cells in the fibrosis after MTI. *P*-value: *P < 0.05, **P < 0.01. bm bone marrow, fib fibrosis. Scale bars: **a** 1 mm. **b** low magnification: 1 mm, high magnification: 10 μm. **g** low magnification: 1 mm, high magnification: 100 μm

To elucidate the altered inflammatory response in MTI, we focused our analyses on the day 5 post-injury by generating a snRNAseq dataset of the fracture callus 5 days post-MTI (Fig. 6a). 

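The MTI dataset is 1 library of nuclei from the fracture callus at day 5 post-MTI, pooled from 3 or 4 mice, with UMI counts made by the authors in the same way as for the day 1 library. The deposited counts held 1446 barcodes and 5899407 UMIs, with 500 to 45740 UMIs and a median of 2245.5 per barcode, so no barcode lay under 500 UMIs. The study's filters for this dataset (200 to 5000 genes, under 5% mitochondrial and under 2% ribosomal UMIs) left 1127 nuclei with 4337337 UMIs and a median of 2364. The gene limits alone left 1398 nuclei. Clustering used mitochondrial and ribosomal content regressed out, 30 principal components and a resolution of 1.0, without the measured genes. Myogenic clusters held 127 nuclei, and 1000 nuclei with a median of 2139 UMIs were left. A cluster of 26 of these myogenic nuclei, led by Chodl, Dcx and Pax7, lay at the limit used for the removal. Scrublet marked 4 of 1131 nuclei as doublets (0.354%), and these were kept. The day 5 post-fracture dataset, with which the study integrated and compared this library, was not analysed here. Values are therefore given for MTI alone.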

We integrated this dataset with the day 5 post-fracture dataset and identified the same cell populations as in the bone repair atlas (Fig. 6a). 

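Of the 1000 nuclei at day 5 post-MTI, 483 were immune-like, a share of 48.3% (45.2 to 51.4%). Skeletal lineage-like nuclei made up 17.9% (15.6 to 20.4%). These 179 nuclei were reclustered with 15 principal components and a resolution of 0.5 and gave 2 clusters. The leading genes of the cluster of 107 nuclei included Matn3, Col9a1 and Ibsp, and those of the cluster of 72 nuclei included Pgr and Dpp4. Both had 5 markers of IIFCs, but among its 10 leading genes each had 1 marker of another population (Ibsp of osteoblasts and Dpp4 of SSPCs) and 0 of IIFCs. Neither was therefore given a name, and the named share of IIFCs, chondrocytes and osteoblasts was 0 with the settings of the methods. Chondrocyte-like nuclei were named under other settings, 46 (4.60%) at a doubled subset resolution and 79 of 616 (12.8%) under a mitochondrial limit of 0.5%. Chodl and Pax7 were among the leading genes of these 79 nuclei. Both also led the cluster of 26 nuclei removed as myogenic with the settings of the methods, so the 79 may include myogenic nuclei. Endothelial-like nuclei made up 3.60% (2.53 to 4.95%), erythroid-like nuclei 3.30% (2.28 to 4.60%) and osteoclast-like nuclei 3.00% (2.03 to 4.26%). No name was given to 239 nuclei, 23.9% (21.3 to 26.7%), of which 173 lay in a cluster led by genes such as Elf5 and Tinag, with a median of 689 UMIs. The other 66 lay in a cluster led by Hspa1a and Jun among others, with a median of 783 UMIs. The immune-like share moved most when each nucleus was assigned by its own marker score without clusters, to 30.1%. It was 61.9% at a resolution of 3.0.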

The percentages of IIFCs, chondrocytes and osteoblasts were reduced in the MTI dataset compared to fracture, while the percentage of immune cells was increased (Fig. 6b, c), confirming the persistent immune response at day 5 in MTI. 

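The 483 immune-like nuclei at day 5 post-MTI were reclustered with 20 principal components and a resolution of 1.5, which gave 8 clusters. Macrophage-like nuclei numbered 279, a share of 27.9% (25.1 to 30.8%) of the 1000 nuclei. Neutrophil-like nuclei made up 8.80% (7.12 to 10.7%) and monocyte-like nuclei 6.60% (5.14 to 8.32%). Among the macrophages, 44 nuclei were early macrophage-like, a share of 4.40% (3.21 to 5.86%), 35 nuclei were intermediate macrophage-like, 3.50% (2.45 to 4.83%), and 65 nuclei were late macrophage 1-like, 6.50% (5.05 to 8.21%). The other macrophage-like nuclei had no subset name. Among them was a cluster of 58 nuclei led by Tnf, with the early macrophage marker Spp1 among its leading genes. The early macrophage-like cluster was led by the oxidative stress genes Ptgr1, Prdx1, Hmox1 and Gclm with Arg1, and Hmox1 and Arg1 are among the markers that gave it its name. Its share was 10.4% after removal of the nuclei called as doublets and 11.5% at a resolution of 3.0, the alternative that raised it most. In both, the early macrophage-like cluster also had Tnf among its leading genes, and no separate macrophage-like cluster was led by Tnf. The share was 0 when only nuclei with at least 1000 genes were kept, where a macrophage-like cluster of 42 nuclei with Ptgr1, Prdx1 and Hmox1 among its leading genes had no subset name. A cluster of 50 nuclei with markers of several lymphoid populations was left without a name.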

Detailed analyses of the immune cells showed an overall increase of immune cells, but specifically pro-inflammatory early macrophages (Fig. 6d, e). Gene ontology (GO) analyses indicated enrichment in functions related to macrophage activation and proinflammatory activity (Fig. 6f). More precisely, while eMac in fracture showed upregulation of GO related to the regulation of cellular processes, eMac in MTI showed upregulation of GO linked to macrophage function, revealing their increased activity (Fig. S7). 

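At day 5 post-MTI the secretome genes were summed over the 483 immune-like nuclei, which held 1630163 UMIs. Of the pro-inflammatory genes, Thbs1 was at 199 CPM (178 to 222), Cxcl2 at 65.0 CPM (53.2 to 78.6), Ccl2 at 50.3 CPM (40.0 to 62.4), Ccl9 at 46.0 CPM (36.2 to 57.7) and Ccl7 at 39.9 CPM (30.8 to 50.8). Thbs1 was higher in skeletal lineage-like nuclei, 362 CPM (326 to 400.5), than in macrophage-like nuclei, 101 CPM (83.7 to 120.1). The immune-like nuclei other than macrophage-like ones were therefore together above 199 CPM of Thbs1. Neutrophil-like nuclei held 34 of the 106 Cxcl2 UMIs of the immune-like nuclei, 471 CPM (326 to 658). The 8 pro-repair genes of Table S2, in which the symbol Pf1 was read as Pf4, ranged from 65.6 CPM for Cxcl16 and Pros1 to 247 CPM for Apoe, with Tgfb1 at 117 CPM (101 to 134) and Pf4 at 68.7 CPM (56.6 to 82.7). The anti-inflammatory genes were at 254 CPM (230.1 to 279.6) for Pdgfc, 206 CPM (185 to 229) for Igf1 and 115 CPM (98.9 to 132) for Gas6. Pdgfc was at 299.7 CPM (267 to 335) in skeletal lineage-like nuclei, so that it was not specific to immune-like nuclei.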

We observed an increased expression of pro-inflammatory signals by immune cells and a decrease in pro-repair and anti-inflammatory factors expression (Fig. 6g). Therefore, MTI alters the inflammatory response to fracture, with a delay in macrophage recruitment, a prolonged pro-inflammatory phase and a delayed anti-inflammatory phase and resolution of inflammation.

**Fig. 6:**
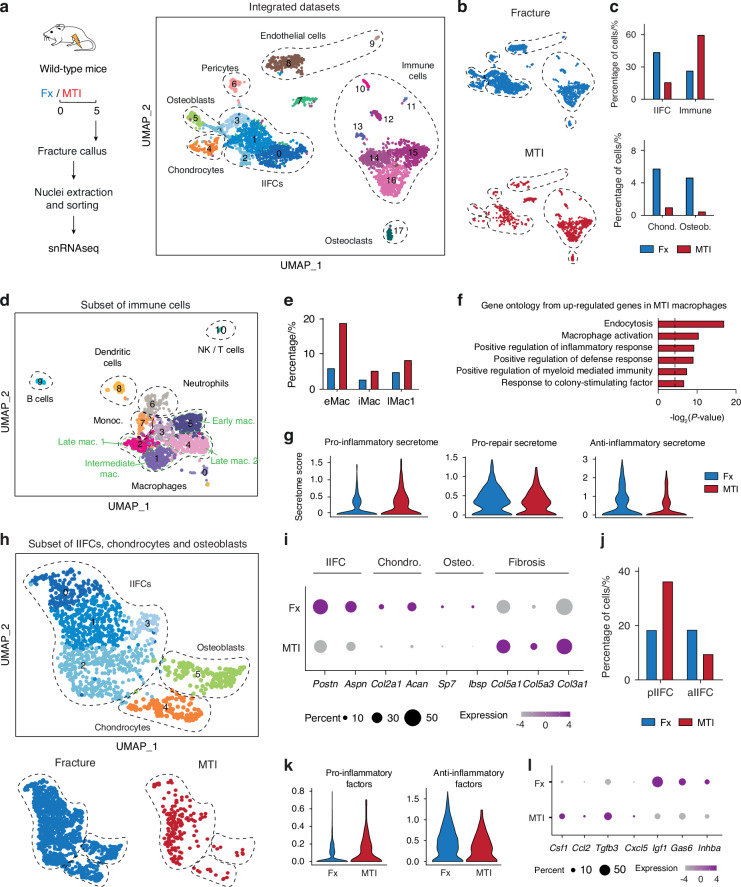
Prolonged pro-inflammatory state of macrophages and SSPCs after musculoskeletal trauma. **a** Experimental design. Nuclei were extracted from the fracture callus at day 5 post-fracture or post-MTI and processed for snRNAseq. UMAP projection of the integration of the day 5 post-fracture and post-MTI datasets. **b** UMAP projection of the integrated dataset separated by dataset of origin. **c** Percentage of cells in the IIFC, immune cell, chondrocyte and osteoblast populations per dataset. **d** UMAP projection of the subset of immune cells from the day 5 post-fracture and MTI datasets. **e** Percentage of early, intermediate and late macrophages in the total dataset from day 5 post-fracture and MTI. **f** Gene ontology (GO) of the upregulated genes in macrophages (clusters 1–5) from MTI dataset compared to fracture dataset. **g** Violin plots of the score of pro-inflammatory, pro-repair and anti-inflammatory secretome in the subset of immune cells. **h** Top: UMAP projection of the subset of IIFCs, chondrocytes, and osteoblasts from the day 5 post-fracture and post-MTI datasets. Bottom: UMAP projection per dataset of origin. **i** Dot plot of genes markers in IIFCs, chondrocytes, osteoblasts and fibrosis genes specifically upregulated in MTI. **j** Percentage of pro-inflammatory IIFCs (pIIFCs) and anti-inflammatory IIFCs (aIIFCs) in the fracture and MTI datasets. **k** Violin plots of the expression of pro-inflammatory and anti-inflammatory factors in the subset dataset. **l** Dot plot of genes encoding for pro-inflammatory factors upregulated in MTI and genes encoding for anti-inflammatory factors upregulated in fracture. pIIFC pro-inflammatory injury induced fibrogenic cells, aIIFC anti-inflammatory injury induced fibrogenic cells, eMac early macrophages, iMac intermediate macrophages, lMac1 late macrophages 1, Chond. chondrocyte. Osteob. Osteoblast

### Altered immune response of SSPCs in musculoskeletal trauma

We next focused the snRNAseq analyses on the impact of MTI on SSPC differentiation. We generated a subset of the IIFCs, chondrocytes and osteoblasts (Fig. 6h). We observed a strong reduction of IIFCs, chondrocytes and osteoblasts marker gene expression in MTI compared to fracture, and identified upregulated ECM genes in MTI (*Col5a1, Col5a3, Col3a1*) (Fig. 6i). Specifically, the percentage of pro-inflammatory IIFCs (pIIFCs) was increased in MTI and the percentage of anti-inflammatory IIFCs (aIIFCs) was decreased, indicating a delay in the switch from pIIFCs to aIIFCs (Fig. 6j). 

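In the 179 skeletal lineage-like nuclei at day 5 post-MTI, which held 1030899 UMIs, Col5a1 (ENSMUSG00000026837, chromosome 2 of mm10 from 27886425 to 28039514, plus strand) was at 1013 CPM (952 to 1076) and Col5a3 (ENSMUSG00000004098, chromosome 9 of mm10 from 20770050 to 20815067, minus strand) at 328 CPM (294 to 365). In immune-like nuclei, which should lack both, they were at 15.9 CPM (10.4 to 23.4) and 3.68 CPM (1.35 to 8.01). Col3a1 was 1 of the markers that named the skeletal lineage-like nuclei and its level is not a result here. Among genes of the skeletal lineages, Postn was at 1796 CPM (1715 to 1879), Aspn at 512 CPM (469 to 558), Col2a1 at 645 CPM (597 to 696), Acan at 407 CPM (369 to 448), Ibsp at 186 CPM (161 to 215) and Sp7 at 56.3 CPM (42.7 to 72.7). The Col2a1 UMIs came from 21 nuclei and the Ibsp UMIs from 8 nuclei. None of these genes was left out of the clustering, and Col5a1, Postn and Aspn are among the markers of IIFCs.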

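Neither cluster of skeletal lineage-like nuclei at day 5 post-MTI could be called a pro-inflammatory or anti-inflammatory IIFC cluster, so no share of pIIFCs or aIIFCs is given. Of the regulon factors of the earlier state, transcripts were present for those reported here, with Stat3 at 293 CPM (261 to 328), Nfkb1 at 259 CPM (229 to 292) and Fos at 48.5 CPM (36.0 to 63.9). Of those of the later state, Meis1 was at 84.4 CPM (67.6 to 104), Pparg at 23.3 CPM (14.9 to 34.6) and Etv1 at 16.5 CPM (9.61 to 26.4). The paper compares the percentages of both subpopulations between the fracture and MTI datasets and concludes that the switch is delayed in MTI.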

In parallel, we observed increased expression of pro-inflammatory factors, such as *Csf1*, *Ccl2* and *Cxcl5*, and decreased expression of anti-inflammatory factors (*Igf1, Gas6, Inhba*) (Fig. 6k, l). 

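In the MTI library, Csf1 (ENSMUSG00000014599, chromosome 3 of mm10 from 107741048 to 107760469, minus strand) was at 54.3 CPM (41.0 to 70.5) in skeletal lineage-like nuclei from 56 UMIs. Cxcl5 was at 39.8 CPM (28.5 to 54.0) from 41 UMIs in 9 nuclei, and had no UMI in the immune-like nuclei, which allows up to 2.26 CPM there. Ccl2 was at 18.4 CPM (11.1 to 28.8) in skeletal lineage-like nuclei. The anti-inflammatory factors were at 211 CPM (184 to 241) for Igf1, 133 CPM (112 to 157) for Gas6 and 61.1 CPM (47.0 to 78.2) for Inhba. All these genes were left out of the clustering.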

We confirmed these observations using scRNAseq datasets of SSPCs in uninjured muscles and muscles adjacent to the fracture site at days 3 and 5 post-fracture or MTI (Fig. S6e). We also identified pIIFC and aIIFC populations at day 3 post-injury with a delay in the switch from pIIFCs to aIIFCs at day 5 post-injury in the MTI dataset, correlated with increased expression of pro-inflammatory factors and decreased expression of anti-inflammatory factors (Fig. S6f–h). Overall, MTI causes an altered immune response at the fracture site, with delayed macrophage recruitment, delayed resolution of inflammation in SSPCs and macrophages, and accumulation of macrophages in the fibrotic tissue at late stages of repair.

### Macrophages promote fibrotic accumulation in musculoskeletal trauma

We then assessed functionally the contribution of macrophages to bone fibrosis and nonunion in MTI. We first assessed bone healing in *Ccr2*^−/−^ mice where systemic recruitment of macrophages is impaired.^43^ We induced MTI in *Ccr2*^−/−^ mice and *Ccr2*^+/+^ controls and observed 75% of bone union in *Ccr2*^*−/−*^ mice compared to 20% in controls 35 days post-injury, suggesting that reducing macrophage recruitment in MTI can ameliorate bone healing (Fig. 7a, b). Improved healing in *Ccr2*^*−/−*^ mice was associated with a drastic reduction in callus fibrosis 21 days post-fracture and fewer CD206^+^ and CD68^+^ cells in the callus (Fig. 7c, d). We then used an inducible approach to deplete macrophages from days 2 to 4 post-MTI to prevent the prolonged inflammation observed in MTI. We used *LysM*^*Cre*^*; R26*^*tdTom*^ mice that efficiently mark all macrophage populations including CD68^+^ and CD206^+^ cells accumulating in the fibrotic tissue of MTI (Fig. S8a). Diphteria toxin injection in *LysM*^*Cre*^*; R26*^*tdTom/IDTR*^ mice from days 2 to 4 post-MTI decreased the percentage of macrophages (F4/80^+^ CD45^+^ Tomato^+^ cells) and the percentage of Arg1^+^ and CD68^High^ macrophages at day 5 post-fracture (Fig. S8b). By day 35, we observed improved bone healing, with bone union/semi-union observed in 50% of *LysM*^*Cre*^*; R26*^*tdTom/IDTR*^ mice compared to 0% in *LysM*^*Cre*^*; R26*^*tdTom*^ control mice (Fig. 7e, f). Macrophage depletion led to a significant decrease in fibrosis volume and fewer CD206^+^ and CD68^+^ macrophages in the callus fibrosis of depleted mice compared to control mice at 21 days post-MTI (Fig. 7g, h).

**Fig. 7:**
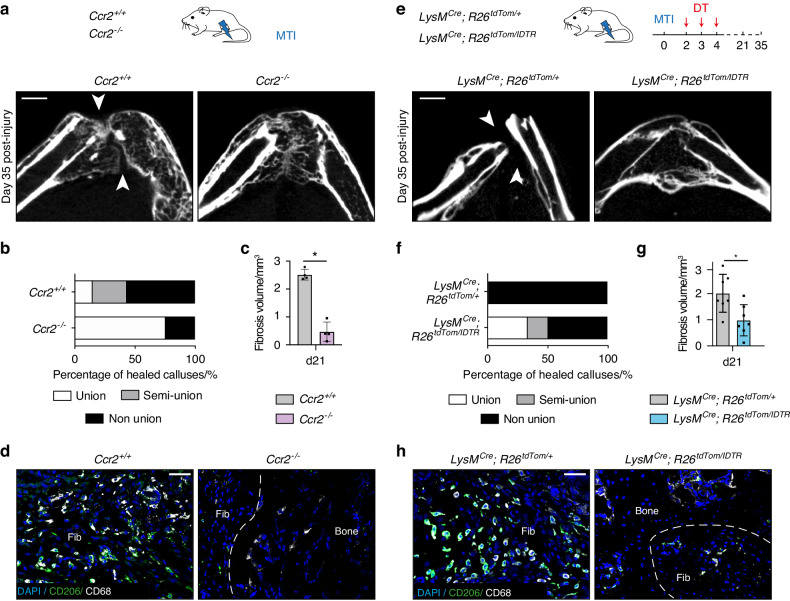
Macrophage depletion prevents fibrotic accumulation in musculoskeletal trauma. **a** Experimental design. MTI was induced in *Ccr2*^+/+^ and *Ccr2*^−/−^ mice, in which macrophages fail to infiltrate tissues during inflammation. Representative microCT scan of 35 days post-MTI callus from *Ccr2*^+/+^ and *Ccr2*^−/−^ mice, showing nonunion in *Ccr2*^+/+^ mice (white arrowheads) and bone bridging in *Ccr2*^−/−^ mice. **b** Percentage of healed calluses from *Ccr2*^+/+^ and *Ccr2*^−/−^ mice showing bone union (white), semi-union (gray) or nonunion (black) on microCT scan at day 35 post-MTI (*n* = 4-5 mice per group). **c** Volume of fibrosis in the callus of *Ccr2*^+/+^ and *Ccr2*^−/−^ mice at 21 days post-MTI. **d** Immunofluorescence on callus sections of *Ccr2*^+/+^ and *Ccr2*^−/−^ mice at 21 days post-MTI showing the presence of CD206^+^ and CD68^+^ macrophages only in the fibrosis of *Ccr2*^*+/+*^ mice. **e** Experimental design. MTI was induced to *LysM*^*Cre*^*; R26*^*tdTom*^ and *LysM*^*Cre*^*; R26*^*tdTom/IDTR*^ mice, and diphteria toxin (DT) was injected at days 2, 3 and 4 post-injury to induce macrophage depletion. Representative microCT scan of 35 days post-MTI callus from *LysM*^*Cre*^*; R26*^*tdTom*^ and *LysM*^*Cre*^*; R26*^*tdTom/IDTR*^ mice, showing nonunion in *LysM*^*Cre*^*; R26*^*tdTom*^ mice (white arrowheads) and bone bridging in *LysM*^*Cre*^*; R26*^*tdTom/IDTR*^ mice. **f** Percentage of healed calluses from *LysM*^*Cre*^*; R26*^*tdTom*^ and *LysM*^*Cre*^*; R26*^*tdTom/IDTR*^ mice showing bone union (white), semi-union (gray) or nonunion (black) on microCT scan at day 35 post-MTI (*n* = 7 mice per group). **g** Volume of fibrosis in the callus of *LysM*^*Cre*^*; R26*^*tdTom*^ and *LysM*^*Cre*^*; R26*^*tdTom/IDTR*^ mice at 21 days post-MTI. **h** Immunofluorescence on callus sections of *LysM*^*Cre*^*; R26*^*tdTom*^ and *LysM*^*Cre*^*; R26*^*tdTom/IDTR*^ mice at 21 days post-MTI showing the presence of CD206^+^ and CD68^+^ macrophages only in *LysM*^*Cre*^*; R26*^*tdTom*^ mice. Scale bars: **a**–**e**: 1 mm, **d**–**h**: 100 μm. *P*-value: *P < 0.05

### Pharmacological CSF1R inhibition improves bone healing in musculoskeletal trauma

Given the direct involvement of macrophages in the MTI phenotype, we sought to test a pharmacological approach by targeting macrophages to improve MTI outcome. The FDA-approved CSF1R inhibitor Pexidartinib was previously shown to efficiently deplete Tumor-associated macrophages (TAMs) in osteosarcomas.^44^ 

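In the MTI library, Csf1r (ENSMUSG00000024621, chromosome 18 of mm10 from 61100598 to 61132149, plus strand) had 337 UMIs in the 279 macrophage-like nuclei, 274 CPM (245 to 304), and 122 UMIs in the 30 osteoclast-like nuclei, 595 CPM (494 to 710.1). In skeletal lineage-like nuclei it was at 7.76 CPM (3.35 to 15.3), in endothelial-like nuclei at 5.52 CPM (0.140 to 30.8) and in neutrophil-like nuclei at 83.0 CPM (30.5 to 181) from 6 UMIs. After thinning to 500 UMIs per nucleus, which left out none of these nuclei, a Csf1r UMI was present in 14.7% (10.8 to 19.4%) of macrophage-like nuclei and in 0.559% (0.0141 to 3.07%) of skeletal lineage-like nuclei, which should lack the gene. Without thinning the shares were 59.1% and 3.91%, at median depths of 4011 and 3737 UMIs. The CPM ratio of macrophage-like over skeletal lineage-like nuclei was 35.3 (17.7 to 82.4). Csf1r was left out of the clustering. The Csf1r level was 392 CPM in the 125 macrophage-like nuclei named under the stricter mitochondrial limit of the fracture datasets, the alternative that moved it most. These leave out a cluster of 138 of 616 nuclei that had no name under this limit, with Mmp12 and Arg1 among its leading genes.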

In fracture healing, *Csf1r* expression was limited to macrophages and osteoclasts and increased in MTI (Fig. S8c–f). Further, *Csf1* was upregulated in IIFCs in MTI suggesting that inhibiting CSFR1 may be an efficient strategy to decrease macrophage function in MTI (Fig. 6l). 

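At day 5 post-MTI the 37 Csf1 UMIs of the immune-like nuclei were unevenly spread. Neutrophil-like nuclei held 30 of them, in 19 of 88 nuclei, at 415 CPM (280.1 to 593). Macrophage-like nuclei were at 5.68 CPM (2.29 to 11.7) and endothelial-like nuclei at 44.2 CPM (19.1 to 87.1). After thinning to 500 UMIs, a Csf1 UMI was present in 19.3% (11.7 to 29.1%) of neutrophil-like and 3.91% (1.59 to 7.89%) of skeletal lineage-like nuclei, against 0 of the 279 macrophage-like nuclei. Unthinned, the shares were 21.6%, 22.9% and 2.15%, and the median depth of the neutrophil-like nuclei was 735.5 UMIs.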

We induced MTI in wild type mice and treated them daily with oral gavage of Pexidartinib or vehicle from days 3 to 14 post-injury (Fig. 8a). At 21 days post-fracture, we observed improved bone healing with a significant increase in the number of bridged sides in Pexidartinib-treated compared to vehicle-treated mice (Fig. 8b, c). CSF1R inhibition led to increased mineralized bone and cartilage in the callus and reduced fibrosis accumulation compared to control (Fig. 8d, e). In addition, we observed fewer CD206^+^ and CD68^+^ cells in the callus of Pexidartinib-treated mice (Fig. 8f). This shows that pharmacological CSF1R inhibition is a promising strategy to improve bone healing after musculoskeletal trauma.

**Fig. 8:**
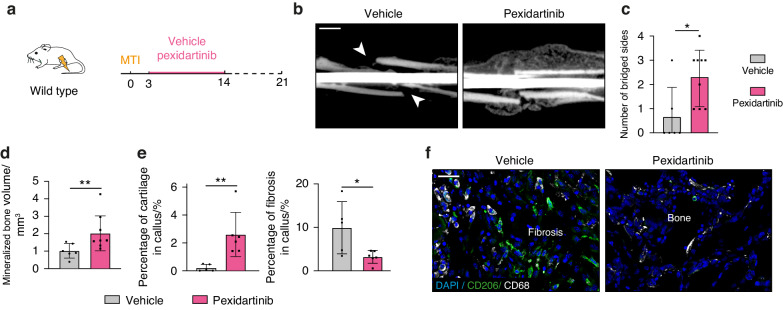
CFS1R inhibition prevents fibrous nonunion after musculoskeletal trauma. **a** Experimental design. Wild-type mice were treated by oral gavage of Pexidartinib or vehicle from days 3 to 14 post-MTI. **b** Representative microCT scan of 21 days post-MTI callus from mice treated with Pexidartinib or vehicle, showing nonunion in vehicle-treated mice (white arrowheads) and bone bridging in Pexidartinib-treated mice (*n* = 6–9 mice per group). **c** Number of bridged sides of day 21 post-MTI callus of mice treated with Pexidartinib or vehicle. **d** Volume of mineralized bone in 21 days post-MTI callus of mice treated with Pexidartinib or vehicle (*n* = 6–9 mice per group). **e** Percentage of cartilage and fibrosis in day 21 post-MTI callus of mice treated with Pexidartinib or vehicle. **f** Immunofluorescence on callus sections of vehicle- and Pexidartinib-treated mice at 21 days post-MTI showing fewer CD206^+^ and CD68^+^ macrophages in Pexidartinib-treated mice. Scale bars: **b**: 1 mm, **f**: 100 μm. *P*-value: *P < 0.05, **P < 0.01

## Discussion

Bone regeneration depends on an efficient differentiation of SSPCs, coordinated by multiple cellular interactions in the fracture environment. SSPCs exhibit plasticity in cell fate commitment during the early phase of bone regeneration, which coincides with the inflammatory phase of healing. Similarly, immune cells possess incredible capacities to change their cellular phenotypes to adapt and respond to tissue damage. Yet the immune cell dynamics and interactions with SSPCs during fracture repair are not fully understood. Here, we combined single-nucleus transcriptomics, flow cytometry and in vivo analyses to characterize the rapid changes in the immune cell populations during the inflammatory response to bone injury. We described that immune cells from the myeloid and lymphoid lineages appear from day 1 post-injury, peak at day 3 before regressing from day 5 after fracture. Macrophages were the predominant immune population and switched from a pro-inflammatory to an anti-inflammatory profile as previously reported.^20,45^ However, our transcriptomic analyses revealed a greater macrophage heterogeneity than previously described. We defined four major successive macrophage subtypes expressing both classical and alternatively activated macrophage markers, such as Arginase 1, CD206 and CD68. Although Arginase 1 was considered an anti-inflammatory macrophage marker, we and others found that *Arg1* is expressed by early pro-inflammatory macrophages during tissue repair.^45,46^ Further analyses will aim to decipher if the macrophage subtypes identified are different cell types or cells undergoing progressive transitions. Each macrophage subtype was associated with a distinct secretome, and interaction analyses identified several signals from macrophages to SSPCs, IIFCs, osteoblasts and chondrocytes such as SPP1, TGFβ1, IGF1, GAS6 and PDGFc. While some of these factors were previously shown to modulate bone repair,^47,48^ the role of others still requires further analyses.

Remarkably, we observed pro- and anti-inflammatory phases during the fibrogenic response of SSPCs, that correlate with the immune cell response. Our study shows that SSPCs from the periosteum and the skeletal muscle can activate immune-related signaling (NFκB, JAK-STAT) during the fibrogenic phase in IIFCs prior to osteochondrogenic differentiation. This transitional stage, where both the fibrogenic response and the immune response coincide, is crucial for SSPC cell fate decision, revealing the direct impact of immune regulation on SSPC differentiation. In addition, IIFCs secrete pro- and anti-inflammatory factors, including cytokines and interleukins. While bone marrow SSPCs are known to be able to modulate inflammation,^49,50^ further analyses will aim to understand to which extent IIFCs derived from periosteum and muscle can regulate the inflammatory phase of bone repair and modulate macrophage activation and identity. Similar phenomenon was recently described in wound healing and oral chronic disease, highlighting fibroblast regulation of inflammation as a key factor in tissue homeostasis and repair.^46,51–53^ The parallel inflammatory response in SSPCs and macrophages demonstrates the critical crosstalk between these 2 populations at the early steps of bone healing and place macrophages as central players in bone regeneration.

These critical functional interactions between SSPCs and macrophages are further exemplified by the analyses of the fibrous nonunion phenotype associated with musculoskeletal traumatic injury. In the mouse MTI model, we uncovered an altered immune response with prolonged pro-inflammatory phase and delayed anti-inflammatory phase. Both macrophage and SSPC dynamics were delayed leading to sustained expression of genes encoding for pro-inflammatory factors and reduced expression of anti-inflammatory genes. The altered early inflammatory phase led to the accumulation of CD206^+^ macrophages in callus fibrosis at late stages of healing. Interestingly, CD206^+^ cells, corresponding to the late macrophage 1 population, were only found in the skeletal muscle during normal bone healing. The profibrotic role of this CD206^+^ macrophage population in MTI correlates with previous reports showing the deleterious effect of muscle CD206^+^ macrophages on muscle regeneration.^54^ Immune response dysregulation was also described in delayed bone repair associated with aging or skeletal fluorosis,^55,56^ confirming the importance of a balanced initiation and resolution of the inflammatory phase during bone repair for successful healing.

The pivotal role of macrophages in driving fibrosis suggests that modulating their functions can prevent fibrous nonunion. Genetic depletion of macrophages confirmed macrophages as an optimal target to improve healing outcomes in musculoskeletal trauma and targeting specific macrophage subtypes or mediators may be of particular interest for clinical applications. Our findings provide a proof of concept that pharmacological inhibition of macrophages using the CSF1R inhibitor Pexidartinib can prevent fibrous nonunion. Pexidartinib was previously shown to reduce macrophage recruitment leading to reduced tumorigenesis and fibrosis in lung and heart injury.^28,57,58^ Pexidartinib treatment successfully led to reduced fibrosis along with improved healing in our mouse preclinical model, opening exciting new perspectives for the treatment of musculoskeletal trauma.

## Materials and methods

### Mice

C57BL/6ScNj, B6.129P-CX3CR1^tm1Litt^/J (*Cx3cr1*^GFP^)^59^; B6.129P2-Lyz2^tm1(cre)Ifo^/J (*LysM*^*Cre*^)^60^*; R26tdTomato* (*R26*^*tdTom*^),^61^ C57BL/6-Gt(ROSA)26Sor^tm1(HBEGF)Awai^/J (*R26*^*IDTR*^),^62^ *B6.129S4-CCR2*^*tm1lfc*^J (*Ccr2*^−/−^)^43^ were obtained from Jackson Laboratory (Bar Harbor, ME). Mice were kept in a pathogen-controlled environment in animal facilities at IMRB, Creteil, Paris and Karolinska Institute, Stockholm, Sweden. All procedures performed were approved by Paris Est Creteil University and Karolinska institute ethical Committees. Males and females were mixed in experimental groups. Bone injury and tissue collection for graft and digestion were performed on 10- to 14-week-old mice.

### Tibial fracture and Musculoskeletal Traumatic Injury (MTI)

Mice were anesthetized with an intraperitoneal injection of Ketamine (50 mg/mL) and Medetomidine (1 mg/kg) and received a subcutaneous injection of Buprenorphine (0.1 mg/kg) for analgesia. Open non-stabilized tibial fractures were performed as described.^8^ The right hindlimb was shaved, sanitized and the skin was incised to expose the tibia. An osteotomy was performed in the mid-diaphysis by cutting the bone. For MTI, the skin was incised and skeletal muscles surrounding the tibia were separated from the bone. The muscles, including tibialis anterior (TA), tibialis posterior, extensor digitorum longus (EDL), soleus, plantaris and gastrocnemius muscles, were subjected to mechanical injury by compression for 5–10 s along their entire length using a hemostat in a standardized and reproducible procedure.^8^ The wound was sutured using non-resorbable sutures. An intraperitoneal injection of atipamezole (1 mg/kg) was performed to revive the mice and two additional analgesic injections were performed in the 24 h following surgery.

### Diphteria toxin induced cell depletion

To genetically deplete myeloid cells, we used *LysM*^*Cre*^*; R26*^*tdTom/iDTR*^ mice, in which LysM-expressing myeloid cells also express the diphteria toxin receptor (DTR). *LysM*^*Cre*^*; R26*^*tdTom/iDTR*^ mice received three intraperitoneal injections with diphtheria toxin (DT, 20 ng/mL of body weight) (Sigma, St. Louis, MO) at 48 h, 72 h and 96 h post-MTI, inducing cell death in cells expressing the DTR (i.e. myeloid cells in our model). Control littermates (*LysM*^*Cre*^*; R26*^*tdTom/tdTom*^) received the same regimen.

### Pexidartinib treatment

After MTI, mice were orally dosed by gavage and received Pexidartinib (PLX3397, Biorbyt, UK) at a dose of 50 mg/kg/day, or vehicle (0.5% HPMC, 1% Tween80 and 5% DMSO) starting from day 3 to 14 post-MTI.

### MicroCT and bone union scoring

Callus samples were scanned at the Small Animal Platform of Paris Cité University (EA2496, Paris Cité) using X-ray micro- CT device (Quantum FXCaliper, Life Sciences, Perkin Elmer, Waltham, MA) with the X-ray source at 90 kV and 160 μA. A 10 mm field of view and 20 μm voxel size was used. Horos software was used to visualize the callus and evaluate the number of bridged sides in sagittal and longitudinal axes. Bone union corresponds to a callus bridged in 3 or 4 sides, semi-union to 2 sides, and nonunion to 1 or 0 side.^8^ Mineralized bone volume in the total callus was measured using CTan software.

### Tissue sample processing and histology

Samples were processed as previously described.^63^ Fractured tibias were collected and fixed in ice-cold 4% paraformaldehyde 24 h, decalcified 2 weeks in 19% EDTA (EU00084, Euromedex), placed 24 h in 30% sucrose (200-301-B, Euromedex) gradient and embedded in cryoprotectant. Samples were cryosectionned throughout the entire callus in 10 µm thick sections. Every thirtieth sections were defrosted, rehydrated and stained with Picrosirius, Masson’s Trichrome or Safranin’O staining as described below. After staining, sections were dehydrated with successive ethanol and NeoClear incubations. Slides were mounted using NeoMount medium (1.09016.0100, VWR, USA) and pictured using a Zeiss Imager D1 AX10 light microscope (Carl Zeiss Microscopy GmbH).

#### Picrosirius staining (PS)

Sections were stained in PicroSirius solution, 0.1% of Direct Red 80 (43665-25G, Merck) in picric acid (80456, Merck) for 2 h.

#### Safranin’O staining (SO)

Sections were stained with Weigert’s solution for 5 min, washed in tap water for 3 min and stained with 0.02% Fast Green for 30 s (F7252, Merck), followed by 1% acetic acid for 30 s and Safranin’O solution for 45 min (S2255, Merck).

### Histomorphometric analysis

Histomorphometric analysis was performed throughout the entire callus as described previously.^7^ The cartilage and fibrosis surfaces were determined every thirtieth sections using ZEN software v1.1.2.0 (Carl Zeiss Microscopy GmbH) on SO and PS staining respectively. Volumes were calculated using the formula: $${volume}=\frac{1}{3}h{\sum }_{1}^{n-1}\left({A}_{i}+{A}_{i+1}+\sqrt{{A}_{i}* {A}_{i+1}}\right)$$ with A_i_ and A_i+1_ being the areas of cartilage and fibrosis in following sections, h was the distance between Ai and Ai +1 and equal to 300 μm and n the total number of sections analyzed in the sample.

### Immunostaining and quantification of fluorescent signal

Cryosections were defrosted at room temperature, protected from light and rehydrated in PBS. Sections were incubated 1 h at room temperature in 5% serum, 0.25% Triton PBS before incubation with primary antibodies listed in the Table S1 overnight at 4 °C. Secondary antibody incubation was performed at room temperature for 1 h. Slides were mounted with Fluoromount-G mounting medium with DAPI (00-4959-52, Life Technologies). Slides were scanned with Zeiss Axioscan 7 and quantification of the different cell types was done using Qupath software version 0.4.0.^64^

### Flow cytometry analyses of fracture environment

#### Cell isolation

We isolated cells from the fracture environment (hematoma/callus, activated periosteum and muscle surrounding the fracture site) as described previously.^8^ Tissues from uninjured tibias or the fracture site at days 1, 3, 5 and 7 post-injury were dissected free of fascia, tendon and fat. Tissues were minced and digested at 37 °C for 2 h in DMEM (21063029, Life Technologies) with 1% Trypsin (15090046, Life Technologies) and 1% collagenase D (11088866001, Roche). Cells in suspension were removed every 20 min and the digestion medium was replaced. After 2 hours, the cell suspension was filtered, centrifuged and resuspended for analysis.

#### Flow cytometry analyses

Digested cells were incubated with Fc-Block (anti-CD16/32, eBioscience) for 10 min on ice and stained with cell surface antibodies listed in Table S1 for 30 min, on ice and protected from light. After washing, cells were fixed and permeabilized using eBioscience Intracellular Fixation & Permeabilization Buffer Set (Invitrogen, 88_8824-00) before incubation with intracellular markers. After washes, cells were resuspended in MEMα (32561094, ThermoFischer Scientific with 10% lot-selected Fetal Bovine Serum (10270106, ThermoFischer Scientific). Analyses were performed using a BD Fortessa X20 (BD Biosciences). Data were analyzed using FlowJo v10.8.1.

### Nuclei extraction and single-nucleus RNA sequencing

#### Nuclei extraction

For this study, we generated 2 datasets: a day 1 post-fracture single-nucleus RNAseq dataset that we combined with datasets of the uninjured periosteum, and the periosteum and hematoma at days 3, 5 and 7 post-fracture from^4^ and a day 5 post-MTI snRNAseq dataset that we combined with the day 5 post-fracture from^4^ Nuclei extraction protocol is described in.^4^ Briefly, injured tibias from 3 or 4 mice were collected and the surrounding tissues were removed. The activated periosteum was scraped and collected with the hematoma/fracture callus. Collected tissues were minced and placed 5 min in ice-cold Nuclei Buffer (NUC101, Merck) before mechanical nuclei extraction using a glass douncer. Nuclei suspension was filtered, centrifuged and resuspended in RNAse-free PBS (AM9624, ThermoFischer Scientific) with 2% Bovine Serum Albumin (A2153, Merck) and 0.2 U/µL RNAse inhibitor (3335399001, Roche). Sytox™ AADvanced™ (S10349, ThermoFischer Scientific) was added (1/200) to label nuclei and Sytox-AAD^+^ nuclei were sorted using Sony SH800.

#### Single-nucleus RNA sequencing

The snRNA-seq libraries were generated using Chromium Single Cell Next GEM 3′ Library & Gel Bead Kit v.3.1 (10× Genomics) according to the manufacturer’s protocol. Briefly, 10 000 nuclei were loaded in the 10× Chromium Controller to generate single-nucleus gel- beads in emulsion. After reverse transcription, gel-beads in emulsion were disrupted. Barcoded complementary DNA was isolated and amplified by PCR. Following fragmentation, end repair and A-tailing, sample indexes were added during index PCR. The purified libraries were sequenced on a Novaseq (Illumina) with 28 cycles of read 1, 8 cycles of i7 index and 91 cycles of read 2. Sequencing data were processed using the Cell Ranger Count pipeline and reads were mapped on the mm10 reference mouse genome with intronic and exonic sequences.

### Single-nucleus RNAseq analyses

Single-nucleus RNAseq analyses were performed using Seurat v4.1.0^65,66^ and Rstudio v1.4.1717.

#### Filtering and clustering

##### Periosteum and callus/hematoma

Aligned snRNAseq datasets were filtered to retain only nuclei expressing between 200 and 5 000 genes and expressing less than 0.5% of mitochondrial genes and 2.5% of ribosomal genes. Contamination from myogenic cells was removed from the analysis. After filtering, the datasets of murine samples were composed of 1 203 nuclei for uninjured dataset, 634 nuclei for day 1 post-fracture dataset, 1 370 nuclei for day 3 post-fracture dataset, 1 971 nuclei for day 5 post-fracture dataset and 997 nuclei for day 7 post-fracture dataset. The datasets were merged and scaled on mitochondrial and ribosomal content and cell cycle. Clustering was performed using the first 20 principal components and a resolution of 1.7. Immune cell clusters from the integration were isolated to perform subset analysis and were reclustered using the first 10 principal components and a resolution of 1.7. SSPC, fibrogenic, chondrogenic and osteogenic clusters from the integration were isolated to perform subset analysis. The subset was reclustered using the first 20 principal components and a resolution of 0.5.

For the day 5 post-MTI dataset, we filtered nuclei expressing between 200 and 5 000 genes and expressing less than 5% of mitochondrial genes and 2% of ribosomal genes. After filtering and removal of myogenic cells, we obtained 995 nuclei. We integrated this dataset with the day 5 post-fracture dataset, scaled on mitochondrial and ribosomal content and clustered using the first 30 principal components and a resolution of 1.0 For subset analysis, we used the 20 first components and a resolution of 1.5 for the immune subset and the 15 first components and a resolution of 0.5 for the IIFC subset.

##### Skeletal muscle

Datasets from^8^ were used for these analyses (GSE195940). These datasets correspond to sorted GFP^+^ cells isolated from the skeletal muscle surrounding the tibia of *Prx1*^*Cre*^*; R26*^*mTmG*^ mice without injury and at days 3 and 5 post-fracture and MTI. Cells expressing between 1 000 and 8 000 genes and <20% mitochondrial genes were retained for analysis. Pericytes and tenocytes were removed from the analysis. The integrated dataset of days 0, 3 and 5 post-fracture was regressed using mitochondrial content, the number of genes detected within each cell, and performed using top 2 000 features and the 30 first components with a resolution set at 1.3. The integrated dataset of days 0, 3 and 5 post-fracture and MTI was regressed using mitochondrial and ribosomal content and then performed using top 2 000 features and the 25 first components with a resolution set at 1.1.

#### Pseudotime analysis

Monocle3 v1.0.0 was used for pseudotime analysis.^67^ Single-cell trajectories were determined using monocle3 default parameters. The starting point of the pseudotime trajectory was determined as the cells from the uninjured dataset with the highest expression of stem/progenitor marker genes *(Ly6a, Cd34, Dpp4, Pi16)*.

#### Lineage score

Lineage score was calculated by the mean of the expression of specific markers from the literature listed in Table S2.

#### Single cell regulatory network inference using SCENIC

Single cell regulatory network inference and clustering (SCENIC)^38^ was used to infer transcription factor (TF) networks active in the subsets of IIFCs. Analysis was performed using recommended parameters using the packages SCENIC v1.3.1, AUCell v1.16.0, and RcisTarget v1.14 and the motif databases RcisTarget and GRNboost.

#### Cell-cell interaction using CellChat and Connectome

Cell communication analysis was performed using the R package CellChat^37^ and Connectome^68^ with default parameters on the complete fracture combined dataset and on the subset of immune cells.

### Statistical analysis

Data are presented as mean ± s.d. and were obtained from at least two independent experiments. Statistical significance was determined with a two-sided Mann–Whitney test and reported from GraphPad Prism v9.0.2. Differences were considered to be significant when *P* < 0.05, and reported as *P < 0.05, **P <  0.01 and ***P < 0.001.

## Supplementary information

Supplemental material

## Data Availability

The single-nucleus RNAseq dataset generated for this study are deposited in GEO (GSE268276). Single-nucleus RNAseq datasets from Perrin et al. are deposited in GEO (GSE234451). This paper does not report original code.

# Supplementary material for: Multimodal analyses of immune cells during bone repair identify macrophages as a therapeutic target in musculoskeletal trauma
**Source:** Bone Res. 2024 Sep 29;12:56. doi: 10.1038/s41413-024-00347-3
**Supplement:** Supplementary file 1 — Supplemental material

1 **Multimodal analyses of immune cells during bone repair**  
2 **identify macrophages as a therapeutic target in**  
3 **musculoskeletal trauma**

4  
5 Supplementary material

Figure S1

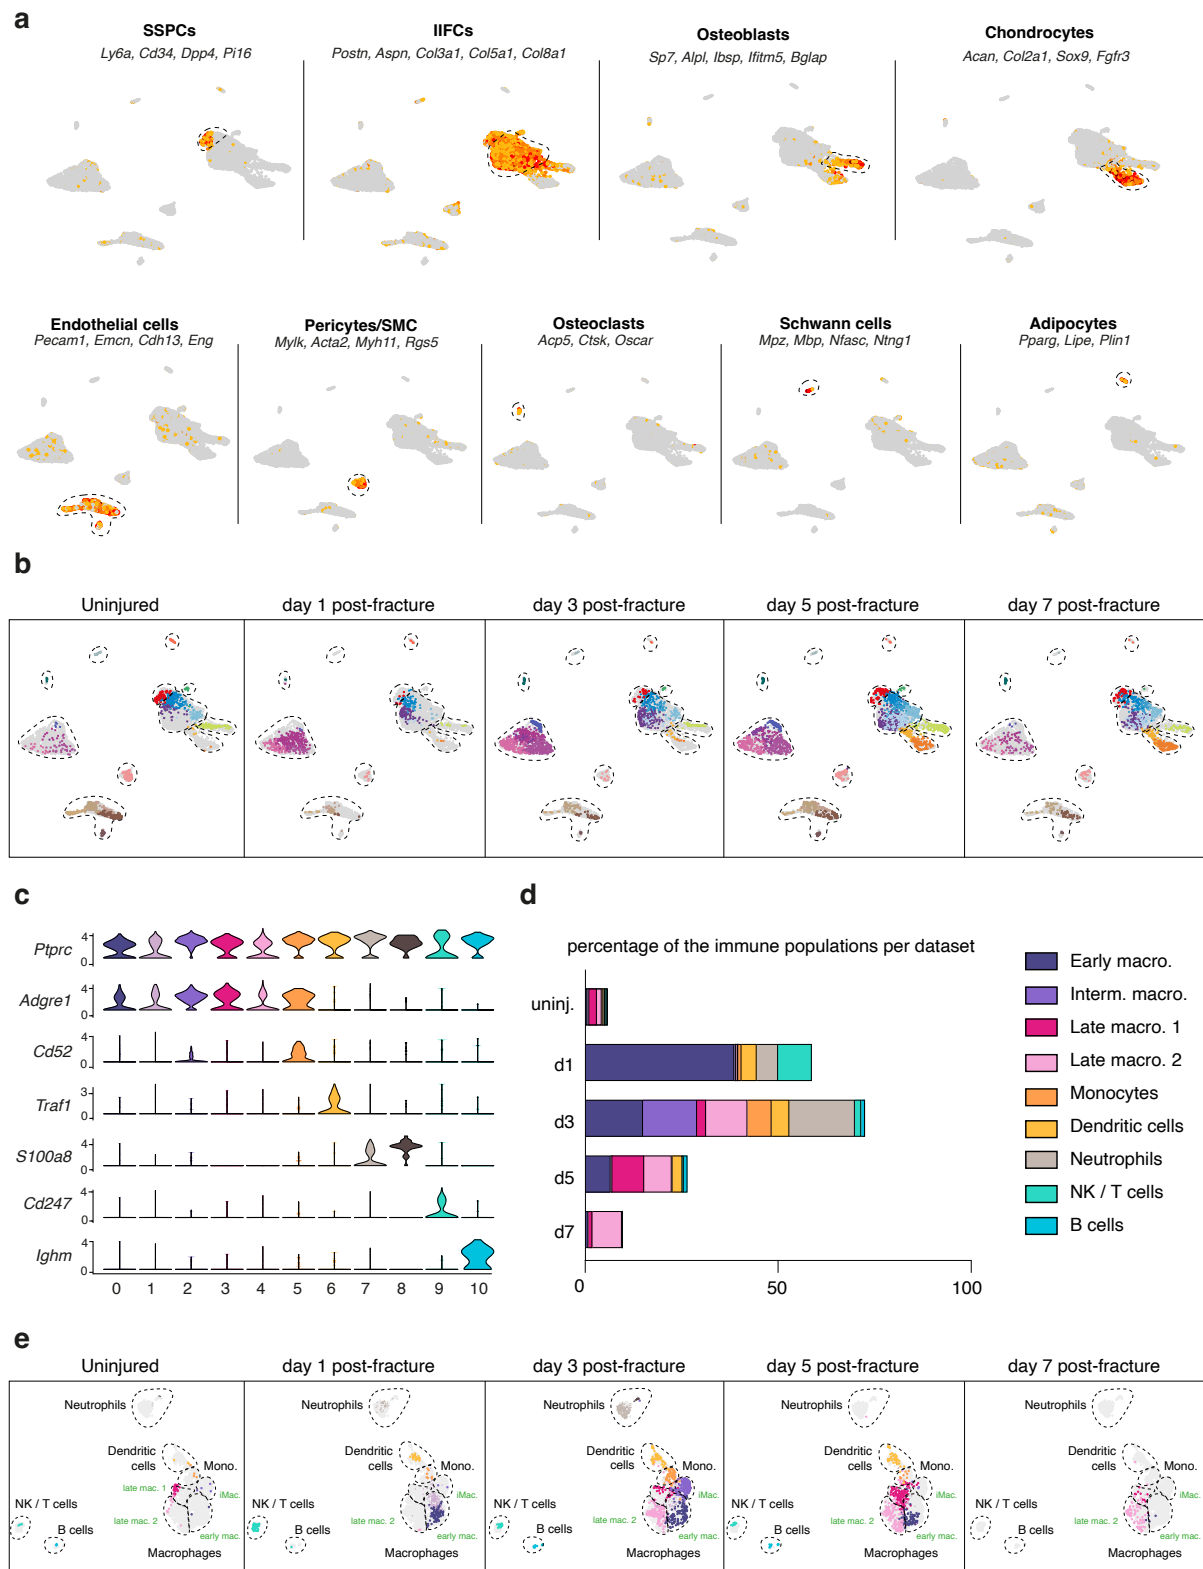

6

7 Supplemental Figure 1: Immune cell atlas of bone regeneration

8     **a.** Feature plots of the lineage score of the different cell populations in the combined fracture datasets.  
9     **b.** UMAP projection of the cells from the different time points in the integrated dataset. **c.** Violin plots of  
10    the expression of marker genes of the different immune cell populations. **d.** Percentage of cells in the  
11    different immune cell populations per time point. **e.** UMAP projection of the cells from the different time  
12    points in the integrated dataset.  
13

**Figure S2**

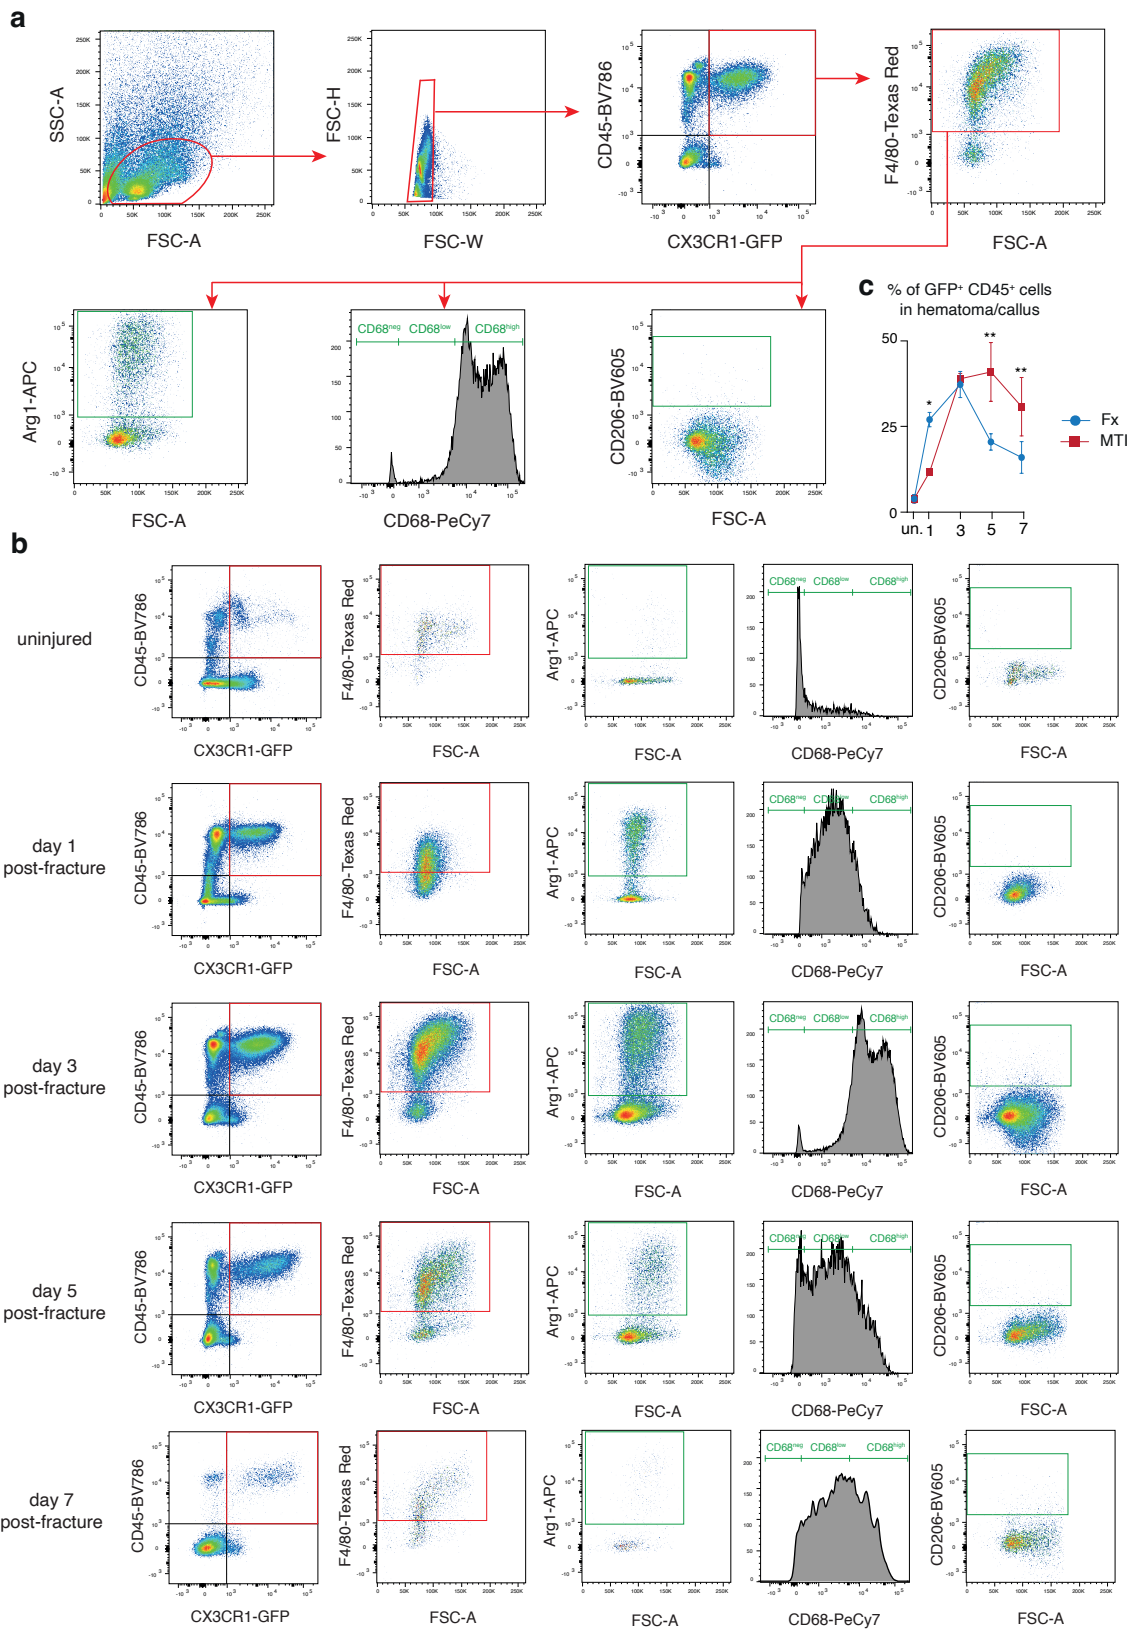

14

15 **Supplemental Figure 2: Flow cytometry analyses of the macrophage dynamics after bone**  
 16 **fracture**

17 **a.** Gating strategy of the flow cytometry analyses of macrophages in the fracture environment. **b.** Flow  
18 cytometry analyses of macrophages in uninjured periosteum and muscle and in the fracture environment  
19 at days 1, 3, 5 and 7 post-fracture. **c.** Percentage of CD45<sup>+</sup> GFP<sup>+</sup> cells in uninjured periosteum/muscle  
20 and in the fracture environment at 1-, 3-, 5- and 7-days post-fracture of *Cx3cr1*<sup>GFP</sup> mice.  
21

**Figure S3**

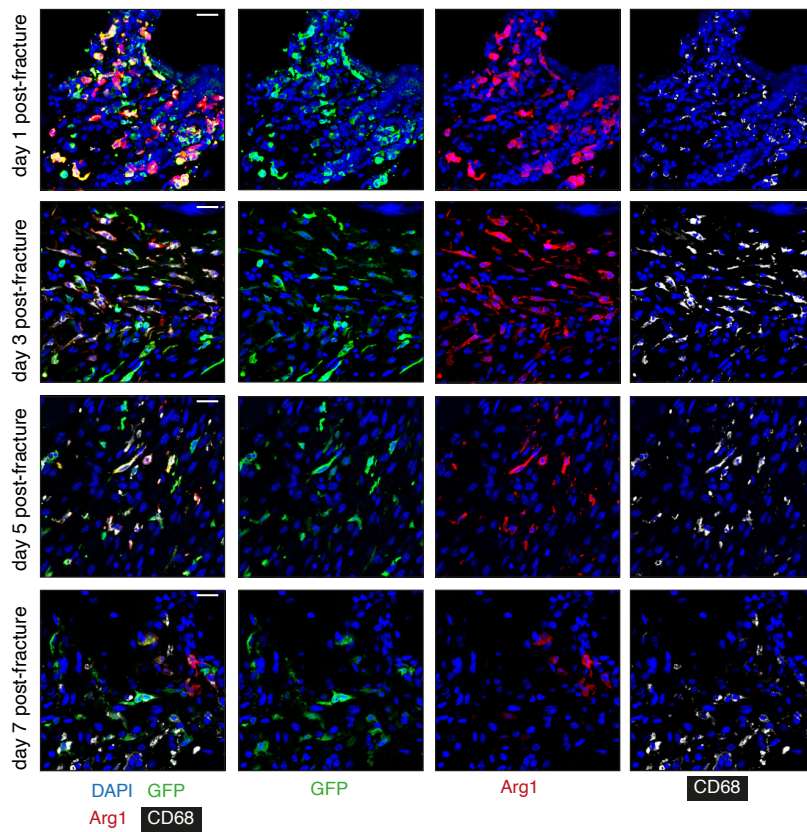

**Supplemental Figure 3: Macrophages express both CD68 and Arg1 during the early steps of bone repair**

Co-immunostaining of Arg1 and CD68 in hematoma and callus fibrosis at days 1, 3, 5 and 7 post-fracture of *Cx3cr1<sup>GFP</sup>* mice. Scale bars: 25  $\mu$ m

Figure S4

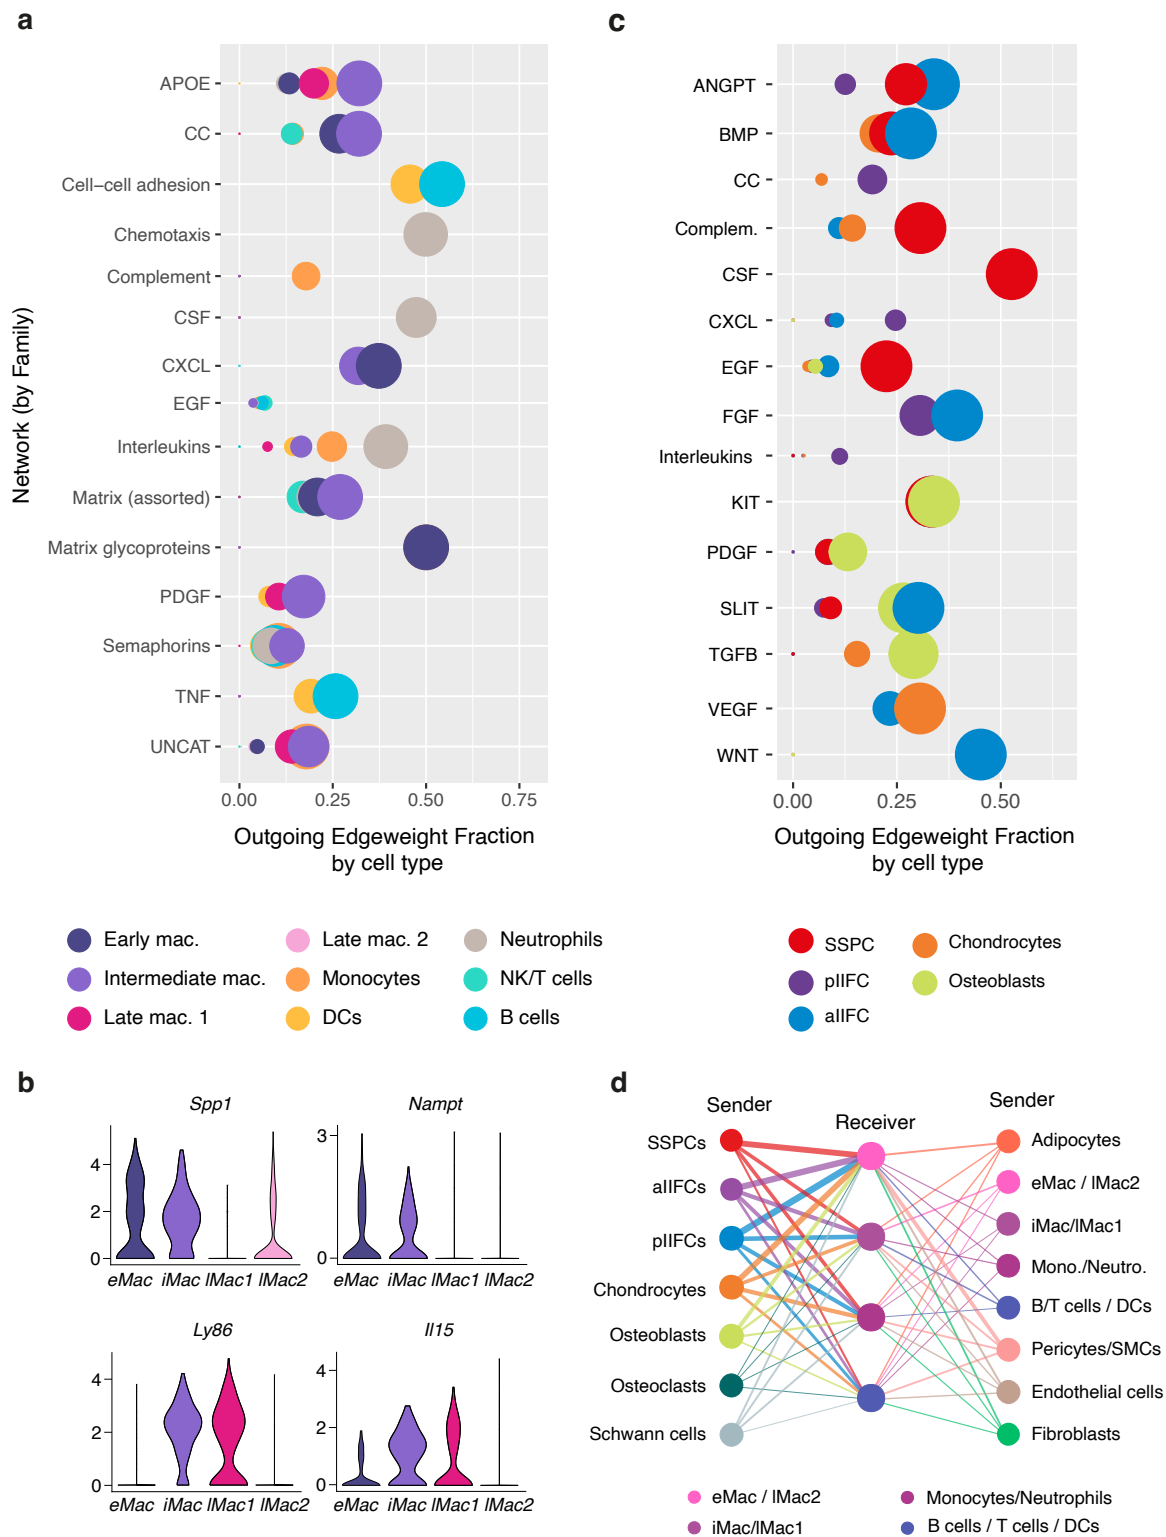

27

28 **Supplemental Figure 4: Paracrine interactions between immune cells and SSPCs during bone**

29 **repair**

**a.** Centrality analyses of the outgoing signals from the different immune cell populations after injury. **b.** Feature plots showing the expression of *Spp1* and *Nampt* by early macrophages (eMac) and intermediate macrophages (iMac) and the expression of *Ly86* and *Il15* by both iMac and late macrophages 1 (IMac1). **c.** Centrality analyses of the outgoing signals from the SSPCs, IIFCs, chondrocytes and osteoblasts after fracture. **d.** Interaction plot showing the interaction strengths from the different populations of the single nuclei dataset to the immune cells. The level of estimated interaction is displayed by the line thickness.

**Figure S5**

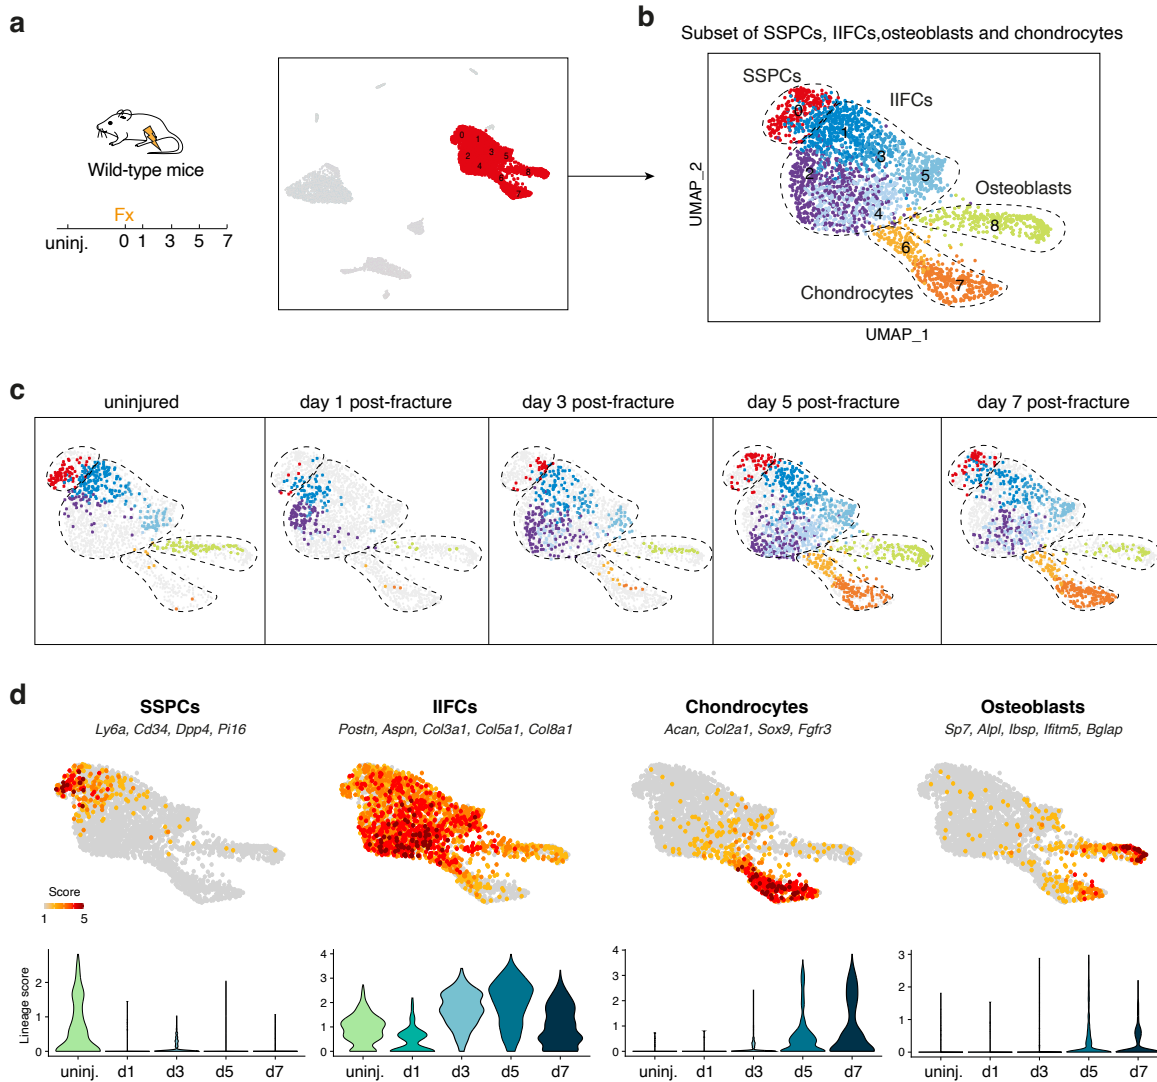

## Supplemental Figure 5: Periosteal SSPCs differentiate via a common fibrogenic stage prior to osteogenesis or chondrogenesis

**a.** Experimental design. SSPCs, injury-induced fibrogenic cells (IIFCs), chondrocytes and osteoblasts from integrated uninjured, day 1, day 3, day 5 and day 7 post-fracture samples were extracted for a subset analysis. **b.** UMAP projection of color-coded clustering of the subset dataset. The four populations are delimited by black dashed lines. **c.** UMAP projection of the cells from the different time points in the subset of SSPCs, IIFCs, chondrocytes and osteoblasts. **d.** (top) Feature plots of the stem/progenitor, IIFC, chondrogenic and osteogenic lineage scores. (bottom) Violin plots of the lineage score per time point.

**Figure S6**

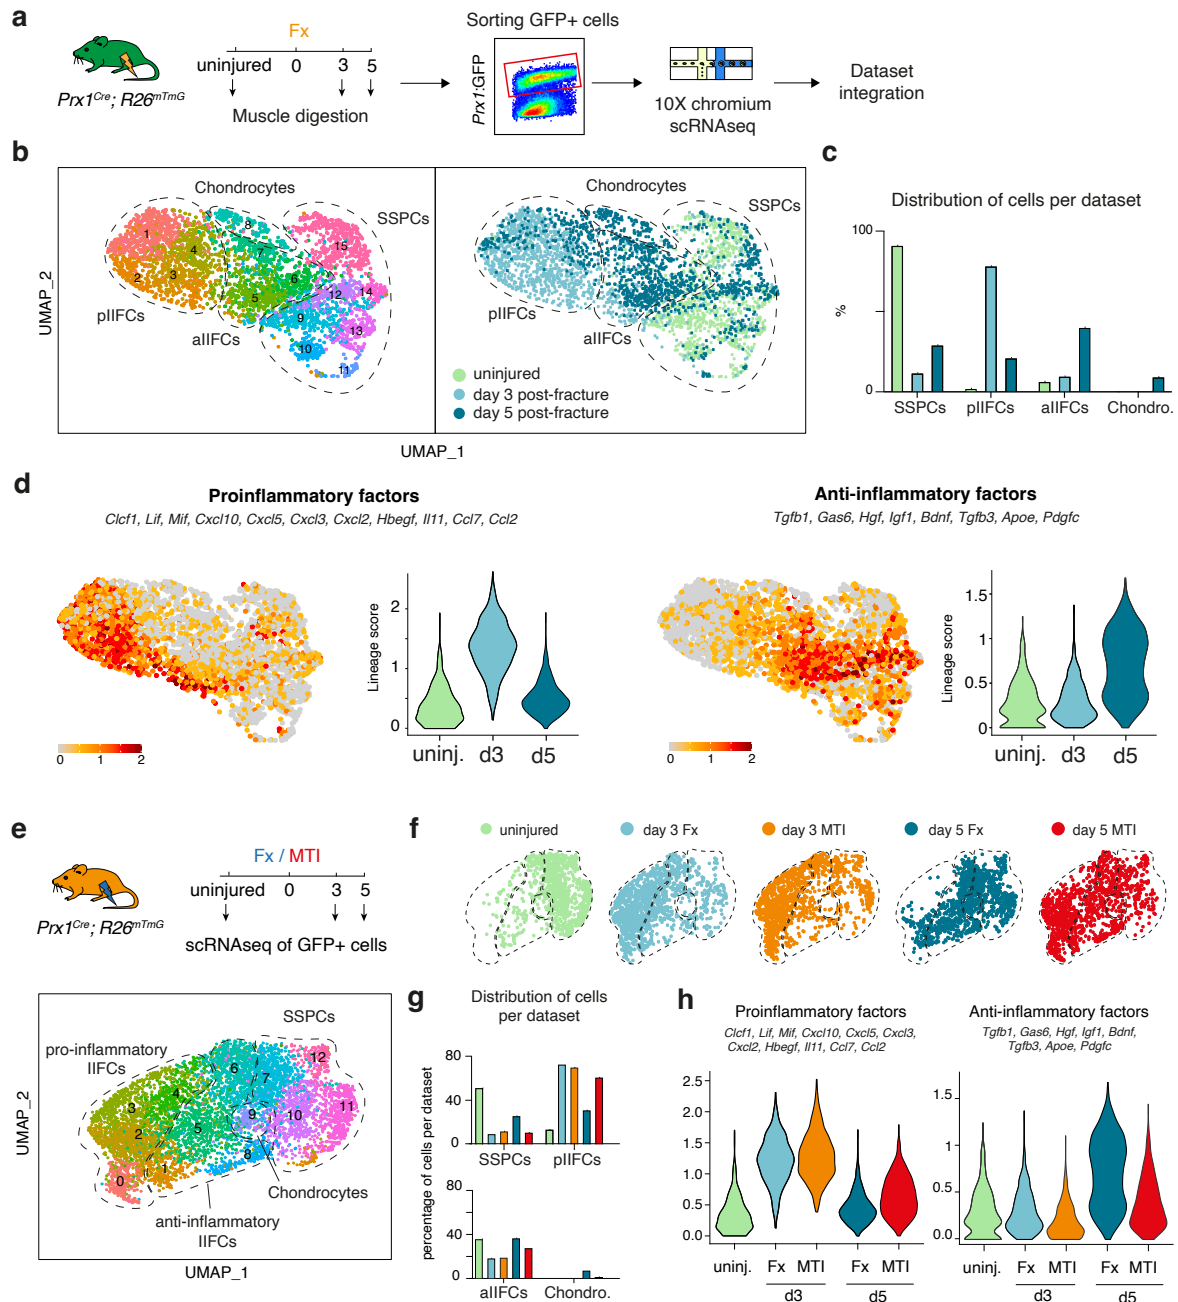

## Supplemental Figure 6: The immune response of skeletal muscle SSPCs is altered after musculoskeletal trauma

**a.** Experimental design. Prx1-derived skeletal muscle cells were isolated from hindlimb skeletal muscles and sorted based on GFP-expression prior to scRNAseq<sup>1</sup>. **b.** Left, UMAP projection of color-coded clustering of Prx1-derived cells reveals 15 clusters defining 4 distinct populations (limited by a black dashed line). Right, UMAP projection of the integrated datasets generated from uninjured muscle and from muscles at day 3 and 5 post-fracture, colored by time point. **c.** Percentage of cells per population at each time point. **d.** Feature plots and violin plots of the expression of pro-inflammatory and anti-

inflammatory factors per time point. **e.** (top) Experimental design of scRNAseq experiment. Prx1-derived skeletal muscle cells were isolated from uninjured muscle and from muscles at day 3 and 5 post-fracture or MTI and sorted based on GFP-expression prior to scRNAseq <sup>1</sup>. (bottom) UMAP projection of color-coded clustering of Prx1-derived SSPCs and derivatives reveals 13 clusters defining 4 distinct populations (limited by a black dashed line). **f.** UMAP projection of the integrated scRNAseq dataset separated by dataset. **g.** Distribution of cells per population per time point. **h.** Violin plots of the expression of pro-inflammatory and anti-inflammatory factors per dataset.

**Figure S7**

**a** Gene ontology of upregulated genes in eMac from fracture

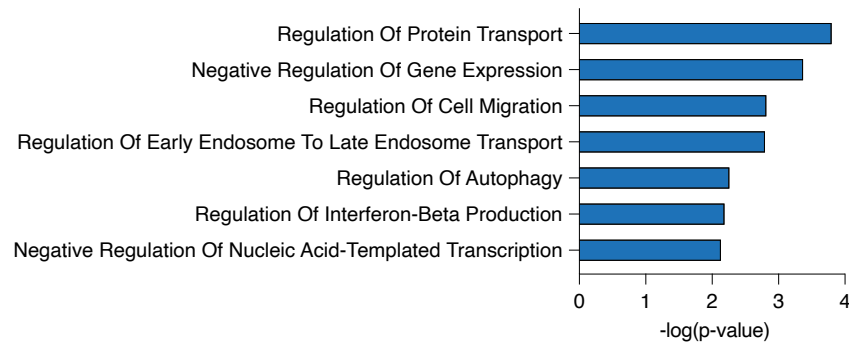

**b** Gene ontology of upregulated genes in eMac from MTI

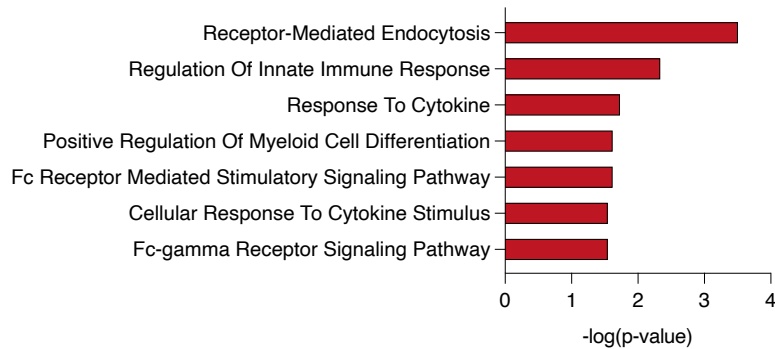

68

69 **Supplemental Figure 7: Prolonged immune activity in early macrophages in MTI**

70 Gene ontology analyses of upregulated genes in eMac at day 5 post-injury from the fracture dataset  
71 (a) and MTI dataset (b).

Figure S8

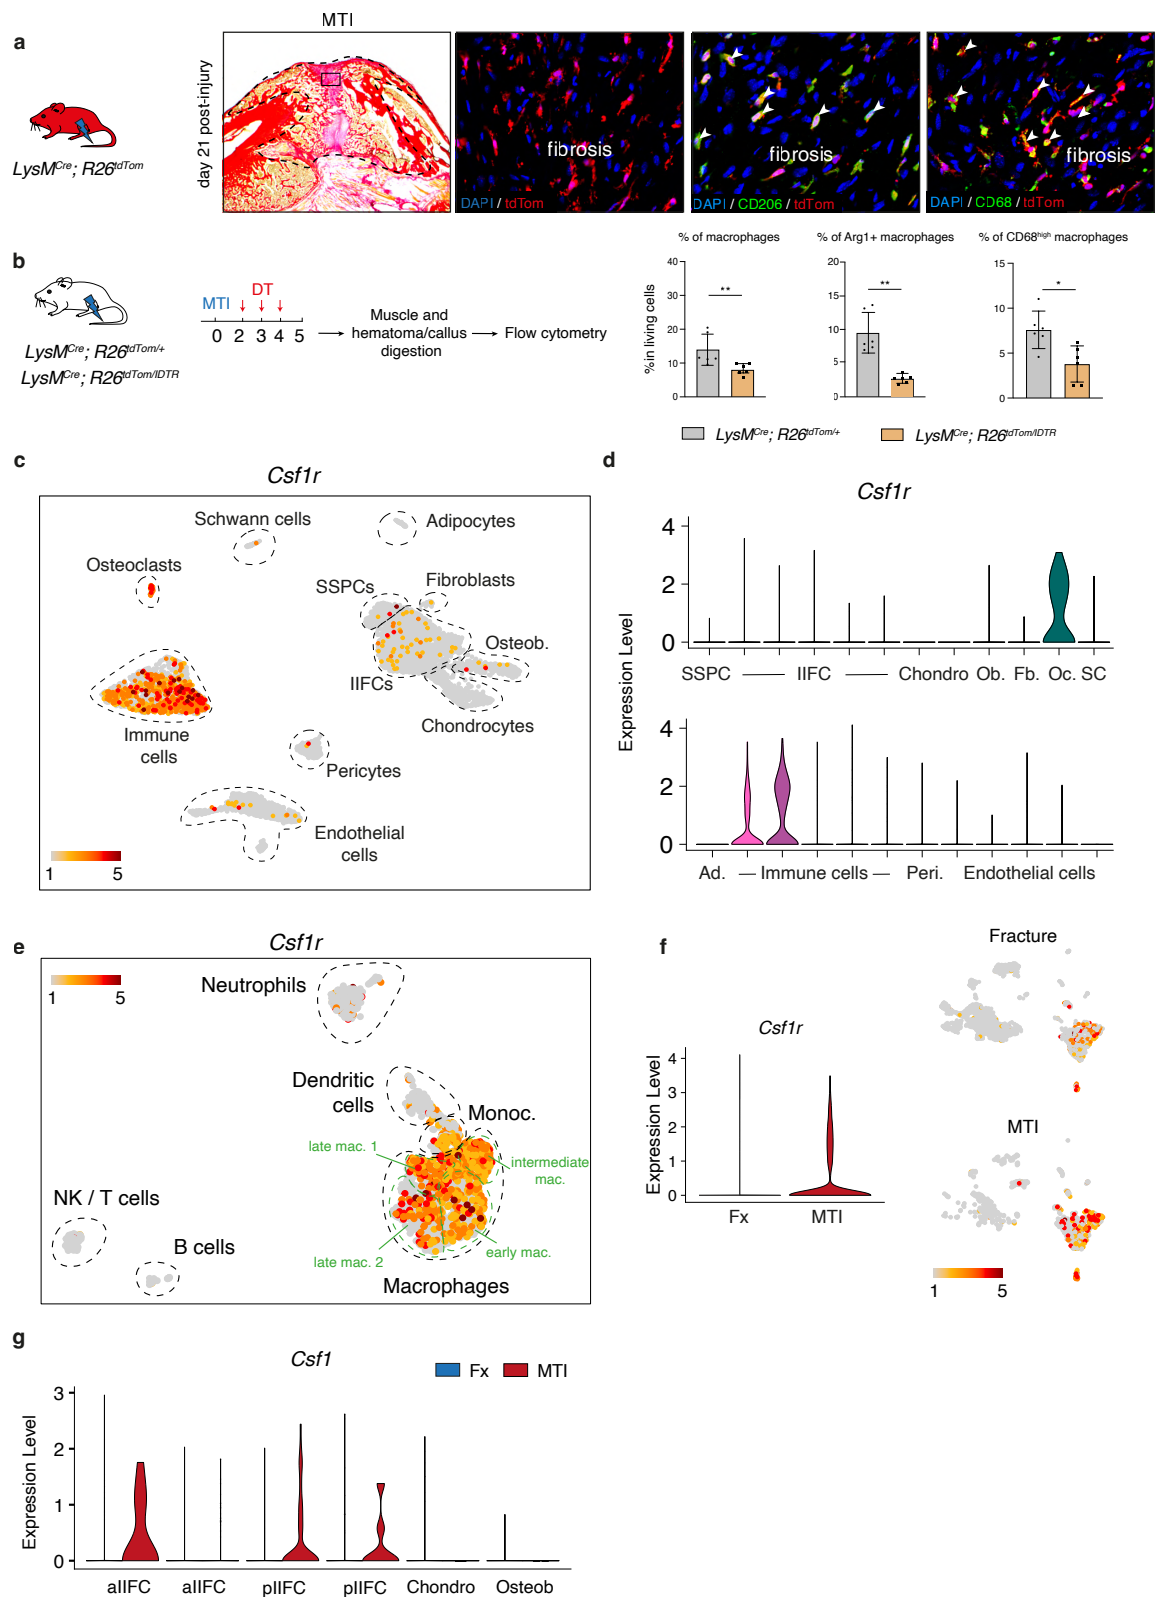

Supplemental Figure 8: Macrophages in MTI-induced fibrosis can be targeted in the *LysM<sup>Cre</sup>* mouse model and express *Csf1r*

**a.** Callus section of 21 days post-MTI in *LysM<sup>Cre</sup>; R26<sup>tdTom</sup>* mice shows the presence of tdTom<sup>+</sup> cells in the fibrotic tissue. Co-immunofluorescence of CD68 and CD206 shows that tdTom<sup>+</sup> cells are CD68 and CD206 positive macrophages. **b.** Experimental design of macrophage depletion in *LysM<sup>Cre</sup>; R26<sup>tdTom</sup>/iDTR* mice and assessment of depletion efficiency by flow cytometry. Mice received DT injections at days 2, 3 and 4 post-MTI and cells were isolated from the fracture environment (hematoma/callus and muscle) at day 5. *LysM<sup>Cre</sup>; R26<sup>tdTom</sup>/iDTR* mice showed a reduction in the percentage of macrophages (CD45<sup>+</sup> Tomato<sup>+</sup> F4/80<sup>+</sup> cells) and the percentage of Arg1<sup>+</sup> and CD68<sup>High</sup> macrophages (n=6 per group). **c.** Feature plot of *Csf1r* expression in the complete integrated snRNAseq dataset from the periosteum and hematoma/callus at days 1, 3, 5, and 7 post-fracture. **d.** Violin plot of *Csf1r* expression in the different clusters from the integrated fracture dataset. **e.** Feature plot of *Csf1r* expression in the subset of immune cells. **f.** Violin plot and feature plots of integrated dataset separated by injury type of *Csf1r* expression in the day 5 post-fracture and post-MTI snRNAseq datasets. **g.** Feature plot of *Csf1* expression by IIFCs, chondrocytes and osteoblasts at day 5 post-fracture (blue) and MTI (red).

| Antibody type | Use | Antigen                               | Reference              |
|---------------|-----|---------------------------------------|------------------------|
| Primary       | IF  | rat monoclonal to mouse CD68          | Biologend, 137002      |
| Primary       | IF  | rabbit polyclonal to mouse Arginase 1 | Abcam, ab91279         |
| Primary       | IF  | rabbit polyclonal to mouse CD206      | Abcam, ab64693         |
| Primary       | IF  | chicken polyclonal to GFP             | Abcam, ab13970         |
| Secondary     | IF  | Alexa Fluor 647 Goat anti-Rat IgG     | Invitrogen, A21247     |
| Secondary     | IF  | Alexa Fluor 555 Goat anti-Rabbit IgG  | Invitrogen, A21428     |
| Secondary     | IF  | Alexa Fluor 488 Goat-anti Chicken IgG | Invitrogen, A11039     |
| Primary       | FC  | anti-CD45 BV786                       | BD Bioscience, 564225  |
| Primary       | FC  | anti-F4/80                            | BD Bioscience, 565613  |
| Primary       | FC  | anti-Arg1 APC                         | Invitrogen, 17-3697-82 |
| Primary       | FC  | anti-CD206 BV605                      | Biologend, 141723      |
| Primary       | FC  | anti-CD68 Pe-Cy7                      | Invitrogen, 25-0681-82 |
| Primary       | FC  | anti-F4/80                            | BD Bioscience, 567201  |

90

91 **Supplementary Table 1: List of antibodies used for this study.**

92 IF: immunofluorescence. FC: flow cytometry.

93

| Score                                     | Genes                                                                       |
|-------------------------------------------|-----------------------------------------------------------------------------|
| SSPCs                                     | <i>Ly6a, Cd34, Dpp4, Pi16</i>                                               |
| IIFCs                                     | <i>Postn, Aspn, Col3a1, Col5a1, Col8a1</i>                                  |
| Osteoblasts                               | <i>Sp7, Alpl, Ibsp, Ifitm5, Bglap</i>                                       |
| Chondrocytes                              | <i>Acan, Col2a1, Sox9, Fgfr3</i>                                            |
| Immune cells                              | <i>Ptprc, Adgre1, Cd8, Cx3cr1</i>                                           |
| Endothelial cells                         | <i>Pecam1, Emcn, Cdh13, Eng</i>                                             |
| Pericytes/SMC                             | <i>Mylk, Acta2, Myh11, Rgs5</i>                                             |
| Osteoclasts                               | <i>Acp5, Ctsk, Oscar</i>                                                    |
| Schwann cells                             | <i>Mpz, Mbp, Nfasc, Ntn1</i>                                                |
| Adipocytes                                | <i>Pparg, Lipe, Plin1</i>                                                   |
| Macrophage pro-inflammatory secretome     | <i>Cxcl2, Ccl7, Ccl2, Ccl9, Thbs1</i>                                       |
| Macrophage pro-repair secretome           | <i>Apoe, Hgf, Cxcl16, Tgfb1, Pf1, Pltp, Sema4d, Pros1</i>                   |
| Macrophage anti-inflammatory secretome    | <i>Igf1, Gas6, Pdgfc</i>                                                    |
| Periosteal IIFC pro-inflammatory factors  | <i>Cxcl2, Cxcl5, Ccl2, Ccl5, Ccl7, Clcf1, Csf1, Lif, Mif, Cit</i>           |
| Periosteal IIFC anti-inflammatory factors | <i>Igf1, Bdnf, Tgfb3, Gas6, Hgf, Inhba</i>                                  |
| Muscle IIFC pro-inflammatory factors      | <i>Clc1, Lif, Mif, Cxcl10, Cxcl5, Cxcl3, Cxcl2, Hbegf, Il11, Ccl7, Ccl2</i> |
| Muscle IIFC anti-inflammatory factors     | <i>Tgfb1, Gas6, Hgf, Igf1, Bdnf, Tgfb3, Apoe, Pdgfc</i>                     |

**Supplementary table 2: Lists of genes used for lineage/secretome score analyses.**

## References

1. Julien A, Kanagalingam A, Martínez-Sarrà E, et al. Direct contribution of skeletal muscle mesenchymal progenitors to bone repair. *Nat Commun.* 2021;12(1):2860. doi:10.1038/s41467-021-22842-5

How the deposited data were processed for this re-analysis (not part of the article)

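Single-nucleus RNAseq counts of 2 libraries were used, 1 of day 1 post-fracture (periosteum with hematoma) and 1 of day 5 post-MTI (callus), each from nuclei pooled from 3 or 4 mice. The authors counted the reads with Cell Ranger 7.0.1 on the mouse mm10 reference and deposited raw UMI counts per gene and barcode, intronic and exonic reads included. All 32285 gene identifiers in these counts are mouse identifiers, although the sample labels name a human reference. Gene positions and lengths come from the GENCODE annotation of the same build, whose release may differ from the one the authors used. It gives a length for 32235 of the genes (99.8%). Day and injury differ together between the libraries, so they were not compared with each other. The datasets of other days and of day 5 post-fracture were not used here.

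The day 1 library held 9389014 UMIs in 48987 barcodes and the MTI library 5899407 UMIs in 1446 barcodes. After the filters of the methods, the median depth was 409 UMIs per nucleus at day 1 and 2364 UMIs after MTI. At day 1, 744 of the retained nuclei had at least 500 UMIs and 1661 had fewer, while all 1127 nuclei of the MTI library had at least 500.

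From the deposited counts, nuclei were filtered, log-normalized, scaled and clustered with Seurat 5.3.0 in R 4.3.3, a later release than the study used, on 2000 variable genes from which the measured genes were left out. The principal components and resolutions were those of the methods, but each library was clustered on its own because the study's other datasets were not used here. The marker genes of each population, the measures at the paper's claims and all but 3 of the processing alternatives were fixed before the data were examined. The tests of explanations were not, and some were chosen after the result was seen. The thresholds for giving a name were set after a first exploratory clustering had been seen, and asked for at least 3 markers with at least 3 UMIs and a fold of at least 1.5 over the other nuclei, a pooled fold of at least 1.5, and a marker of the class among the 100 leading genes with at least 10 UMIs. Clusters of low depth needed a marker among their 10 leading genes. A cluster was called myogenic where its share of myogenic marker UMIs was above that of all barcodes, 4.15% at day 1 and 0.741% after MTI. After the first names had been seen, names were also withdrawn from clusters with more markers of another population than of their own among the 10 leading genes, and from clusters with markers of several lymphoid or dendritic populations. This withdrew the IIFC name from both skeletal clusters of the MTI library (179 nuclei, 17.9%) and a B cell name from 50 nuclei. With these thresholds 67.2% of the day 1 nuclei and 23.9% of the MTI nuclei stayed without a name. No setting was chosen for its closeness to the study's values.

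UMIs were summed over the nuclei of a population and divided by the total of that population to give UMIs per 1000000 UMIs (CPM), computed here from the deposited counts. Shares have exact Clopper-Pearson intervals and sums exact Poisson intervals at the 95% level. Ratios of CPM have exact conditional binomial intervals. With 1 library per condition no p-value or standard error is given, nuclei are not replicates, and the intervals cover counting error only. Shares of nuclei with a UMI were taken after thinning each nucleus to 500 UMIs with a fixed seed. The genes whose levels are given were fixed beforehand as those that the paper names for these datasets and those of Table S2. The symbols Cd8, Pf1 and Ntn1 of Table S2 were read as Cd84, Pf4 and Ntng1 in these lists and in the markers. The paper's text names Pf4, but not Cd84 or Ntng1. The immune and Schwann cell markers used here may therefore differ from the study's. Some of these genes are not reported here. Genes that lead a cluster were named from their fold, after their values were seen. A comparison of macrophages between both libraries had been intended, with genes chosen by the size of the ratio, and was not made because no macrophages were named at day 1 with the settings of the methods. Scrublet in scanpy 1.11.5 marked 1 nucleus at day 1 and 4 after MTI, so doublets were in effect not removed in the day 1 library.

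The clustering and naming of the broad populations were tested on simulated data. Each simulated nucleus was drawn from the pooled profile of the immune-like, skeletal lineage-like, endothelial-like or myogenic MTI nuclei. There were no repeat-rich nuclei and no differences within a population, and the finer names were not simulated. At the depth of the MTI library the recovered immune share was 48.1% where 50% was simulated. At the depth of the day 1 library it was 50.7% where 50.5% was simulated, both without free RNA and with 50% of UMIs from free RNA. With 80% of UMIs from free RNA it was 27.1%, and 65.7% of the nuclei called immune were immune. At the day 1 depth, 0% of simulated nuclei stayed without a name with 0% or 50% free RNA, compared with 67.2% in the data. The simulated nuclei are thus unlike those of the day 1 library, and the recovery does not vouch for the day 1 names. The CPM ratio of macrophage-like over skeletal lineage-like nuclei was tested on 200 changed genes drawn from 12488 genes, and its interval covered the true ratio for 98.5% of the 200. Counts were drawn as Poisson, which the interval assumes, so high coverage was built in. This checks the computation only, not the spread between nuclei or errors of naming. Other computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

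The alternatives were minimum gene numbers of 500 and 1000, other mitochondrial and ribosomal limits, removal of doublets, joint clustering, other resolutions and principal components, measured genes kept, nothing regressed out, assignment of each nucleus by its marker score, myogenic nuclei kept in the denominator, means over nuclei, other thinning depths and a doubled subset resolution. Another 3 alternatives were chosen after the data were seen: removal of nuclei with over 5% of their UMIs on 8 repeat-derived genes, assignment of day 1 nuclei by profiles of the MTI populations mixed with free RNA, and keeping the MTI cluster led by Pax7. That cluster passed the myogenic limit by less than the printed digits.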

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

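The tests of free RNA, of a like level in all nuclei, of genomic DNA at day 1 and of droplets with only free RNA were chosen after the result was seen, while those of gene length, of the MTI library and of an equal number of free UMIs per droplet were set before their values were seen.

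In the day 1 post-fracture library, 200 of the 1011 nuclei lay in a cluster that was rich in repeat-derived transcripts, which the paper does not discuss. Genes such as Vmn2r76 led it, and the 8 repeat-derived genes were among its 50 leading genes. They took 21.5% of the UMIs of this cluster, and its median depth was 696.5 UMIs. In barcodes under 200 genes these genes took 2.54% of the UMIs, which argues against droplets that hold only free RNA. Olfactory and vomeronasal receptor genes, which are not expected to be transcribed in this tissue, had a share of UMIs 4.19 times that of the named nuclei, myogenic nuclei included (3.87 to 4.54). Vmn2r76 is itself a vomeronasal receptor gene, so this test is not independent of the genes that led the cluster. Spearman's rho across genes between UMIs and gene length was 0.774 in the cluster and 0.648 in the named nuclei thinned to the same total, a difference of 0.126. Genes are not independent replicates, and no p-value is given. Both values are consistent with reads from genomic DNA, as a hypothesis, and they do not tell whether damaged nuclei or another source released it. No biological explanation was tested.

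Myogenic clusters held 1394 of the 2405 day 1 nuclei that passed the filters. The study removed such nuclei as contamination, and its text does not give their number. The myogenic markers took from 4.68% to 22.0% of the UMIs of these clusters, compared with 4.15% over all barcodes of the library. Atf3, Egr1, Jun, Nfkbiz and Il1b were among the leading genes of some of these clusters, and muscle genes such as Myoz2, Ckmt2 and Myh2 among those of others. None had a gene of the myogenic marker list among its 10 leading genes, so their name rests on the pooled markers. The clusters nearest 4.15% are not clearly separated from free muscle RNA. The larger denominator that the myogenic nuclei make lowers the immune-like share to 9.85%. No biological explanation was tested.

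Barcodes under 200 genes of the day 1 library held 1690 Arg1 UMIs, while the 237 immune-like nuclei held 24. The study did not analyse these barcodes, which its filters remove. Summed over Arg1, Spp1 and the 5 pro-inflammatory secretome genes, the level of immune-like nuclei was 0.929 times that of these barcodes (0.799 to 1.07), so free RNA as the source of these UMIs and transcripts of the nuclei themselves cannot be told apart by this ratio. The ratio also changed sides with the processing. It was 1.38 (1.26 to 1.50) with the 5% mitochondrial limit and 2.42 (1.51 to 3.66) with both libraries clustered together, but 0.724 (0.614 to 0.847) with 10 principal components and 0.750 (0.674 to 0.831) with the measured genes kept, so it stays open. The same sum was 1.96 times higher in immune-like than in myogenic nuclei (1.66 to 2.30), which argues against a like level in nuclei of every type. Spp1 took part in the clustering, so this test is partly circular. Over the 6 genes left out of the clustering, UMIs per nucleus were 0.468 in immune-like and 0.362 in myogenic nuclei, a ratio of 1.30 (1.05 to 1.59), which argues against an equal number of free UMIs in each droplet. Skeletal lineage-like nuclei had 0.463 (0.337 to 0.622), so the higher number was not particular to immune-like nuclei. As a level, the same 6 genes were at 1386 CPM in immune-like nuclei and 1392 CPM in barcodes under 200 genes. This level does not tell the immune-like nuclei apart from free RNA. A share of free RNA that differs between droplets stays open, as does true expression at day 1.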

How the results depend on the processing

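The alternatives under repeat-derived UMIs, MTI profiles and the Pax7-led cluster were chosen after the data were seen, and all others before the data were examined. With the settings of the methods, 1011 nuclei were left at day 1, with 23.4% immune-like and 9.40% skeletal lineage-like nuclei and an early secretome ratio of 0.929 of immune-like nuclei over barcodes under 200 genes. After MTI, 1000 nuclei were left, with shares of 48.3% immune-like, 17.9% skeletal lineage-like, 27.9% macrophage-like, 4.40% early, 3.50% intermediate and 6.50% late macrophage 1-like and 8.80% neutrophil-like nuclei, and no IIFC-like nuclei. The Csf1r ratio of macrophage-like over skeletal lineage-like nuclei was 35.3 and stayed within its interval, from 29.9 to 38.2, under each alternative that gave it. Of 188 values of these results under the alternatives, 112 stayed within the counting interval (for numbers of nuclei, within 1.5 times) and 76 did not. Some of the 112 could not move, so this tally overstates stability. At day 1 the 0.5% and 2.5% limits are those of the methods, and doublet removal left the same 1011 nuclei. A doubled subset resolution leaves the immune-like and skeletal lineage-like shares as they are. No value was tested against another, since each condition has 1 library.

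With at least 500 genes per nucleus, 109 nuclei were left at day 1, the day 1 immune-like share was 0%, the day 1 skeletal lineage-like share 0%, the MTI immune-like share was 61.0%, the MTI skeletal lineage-like share 20.5%, the MTI IIFC-like share 8.52% and the MTI macrophage-like share 32.6%. With limits of 5% mitochondrial and 2.5% ribosomal UMIs in both libraries, 2872 nuclei were left at day 1, the day 1 immune-like share was 15.3%, the day 1 skeletal lineage-like share 15.0%, the day 1 early secretome ratio 1.38 and the MTI IIFC-like share 17.9%. This day 1 immune-like share leaves out a cluster of 142 nuclei removed as myogenic, with Prkcd, Msr1 and Vav1 among its leading genes. With both libraries clustered together, the day 1 immune-like share was 0.680%, the day 1 skeletal lineage-like share 4.08%, the day 1 early secretome ratio 2.42, the MTI immune-like share was 54.1%, the MTI IIFC-like share 7.98% and the early macrophage-like share 10.5%. At a resolution of 0.5, the day 1 immune-like share was 0%, the day 1 skeletal lineage-like share 5.79%, the MTI immune-like share was 54.3%, the MTI macrophage-like share 34.1% and the early macrophage-like share 10.5%. Under 10 principal components, the day 1 immune-like share was 30.1%, the day 1 skeletal lineage-like share 6.58%, the day 1 early secretome ratio 0.724, the MTI IIFC-like share 6.73%, the late macrophage 1-like share 4.85% and the neutrophil-like share 6.83%. With the measured genes kept, the day 1 immune-like share was 49.1%, the day 1 skeletal lineage-like share 5.07%, the day 1 early secretome ratio 0.750 and the MTI IIFC-like share 17.6%. Where nothing was regressed out, the day 1 immune-like share was 27.3%, the MTI immune-like share was 53.9%, the MTI IIFC-like share 7.78%, the MTI macrophage-like share 32.4% and the intermediate macrophage-like share 5.48%. With each nucleus assigned by its marker score, the day 1 immune-like share was 0.489%, the day 1 skeletal lineage-like share 0.815%, the MTI immune-like share was 30.1% and the MTI skeletal lineage-like share 13.5%. When myogenic nuclei stayed in the denominator, the day 1 immune-like share was 9.85%, the day 1 skeletal lineage-like share 3.95% and the MTI immune-like share was 42.9%.

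With at least 1000 genes per nucleus, 609 nuclei were left after MTI, the MTI immune-like share was 60.8%, the MTI skeletal lineage-like share 22.2%, the MTI macrophage-like share 46.0%, the early macrophage-like share 0%, the intermediate macrophage-like share 6.57%, the late macrophage 1-like share 8.37% and the neutrophil-like share 0%. With limits of 0.5% and 2.5% in both libraries, 616 nuclei were left after MTI, the MTI immune-like share was 37.5%, the MTI skeletal lineage-like share 21.8%, the MTI IIFC-like share 8.93%, the MTI macrophage-like share 20.3%, the early macrophage-like share 0% and the intermediate macrophage-like share 0%. This skeletal lineage-like share holds a chondrocyte-like cluster of 79 nuclei with Chodl and Pax7 among its leading genes, so it may include myogenic nuclei. After removal of scrublet doublets, the MTI immune-like share was 55.4%, the MTI IIFC-like share 7.52% and the early macrophage-like share 10.4%. At a resolution of 3.0, the MTI immune-like share was 61.9%, the MTI IIFC-like share 7.20%, the MTI macrophage-like share 33.2% and the early macrophage-like share 11.5%. At the doubled subset resolution, the MTI IIFC-like share was 12.8% and the late macrophage 1-like share 4.20%.

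Without nuclei over 5% repeat-derived UMIs, 362 nuclei were left at day 1, the day 1 immune-like share was 72.9%, the day 1 skeletal lineage-like share 27.1%, the day 1 early secretome ratio 0.747 and the MTI IIFC-like share 7.47%. With day 1 nuclei assigned by MTI profiles, the day 1 immune-like share was 6.18% and the day 1 skeletal lineage-like share 6.87%. With the Pax7-led cluster kept, 1026 nuclei were left after MTI with an immune-like share of 47.1%, both close to the values of the methods' settings.

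The cause of these shifts was not tested, apart from those that follow from the alternative's own construction, such as the larger denominator with myogenic nuclei and the numbers of nuclei under other filters. A nucleus with at least 500 genes has at least 500 UMIs, and few day 1 immune-like nuclei did. This bears on their 0% share under that limit. Assignment by marker score kept nuclei without an assignment in the denominator, which lowers its shares. The day 1 immune-like share has no stable value across the alternatives, and the IIFC-like share after MTI with the settings of the methods is 0 with the rule on leading genes and 17.9% without it. Of 88 values of single genes and of shares of nuclei with a UMI, 65 stayed within their interval, some of which could not move either, and 23 did not. Under the 0.5% mitochondrial limit, a cluster of 138 of the 616 MTI nuclei (22.4%), with Mmp12, Arg1, Hmox1 and Ptgr1 among its leading genes, had no name. The immune-like, macrophage-like, early and intermediate shares under this limit leave these nuclei out, as does the Arg1 level of macrophage-like nuclei, 52.5 CPM compared with 689 CPM with the settings of the methods. The Csf1r level and ratio of macrophage-like nuclei under this limit leave them out too. With at least 1000 genes, a macrophage-like cluster of 42 nuclei, with Ptgr1, Prdx1 and Hmox1 among its leading genes, had no subset name, and the early share of 0% leaves it out. The Csf1 level of skeletal lineage-like nuclei after MTI stayed within its interval under every alternative that gave a value. With at least 1000 genes too few day 1 nuclei were left to cluster, and no value was obtained. Assignment without clusters, the larger denominator and the MTI profiles gave no macrophage subsets. Where no day 1 nuclei were immune-like, the early secretome ratio had no value. The depth of the day 1 library limits the thinned shares, since 6 of its 237 immune-like nuclei reached 500 UMIs.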

Differences from the paper's values

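For day 1 post-fracture the paper's number of nuclei after filtering and removal of myogenic nuclei is 634, and 1011 were left here. Of the alternatives set before the data were examined, 847 nuclei at a resolution of 0.5 and 821 nuclei with 10 principal components were within 1.5 times the paper's number, and the others that gave a value were not.

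The paper's share of immune cells at day 1 post-fracture is about 54% in Fig. 1d, read by eye, compared with 23.4% here. Among the alternatives set before the data were examined, only keeping the measured genes in the clustering gave a share within 1.5 times, 49.1%. Removing nuclei with over 5% of their UMIs on repeat-derived genes, an alternative chosen after seeing the values, gave 72.9%. This was also within 1.5 times.

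The paper's share of IIFCs at day 5 post-MTI is about 15% in Fig. 6c, read by eye. No cluster was named IIFC-like here, a share of 0, while 17.9% of nuclei were skeletal lineage-like without a finer name. Of the alternatives set before the data were examined, the wider mitochondrial and ribosomal limits (17.9% IIFC-like), the measured genes kept in the clustering (17.6%) and the doubled subset resolution (12.8%) gave a share within 1.5 times, and the others did not. With the settings of the methods but without the rule on leading genes, which was applied after the first names were seen, both skeletal clusters would be IIFC-like, 17.9%.

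The paper's share of early macrophages at day 5 post-MTI is about 18% in Fig. 6e, read by eye, compared with 4.40% here. None of the alternatives brought the named share within 1.5 times, and the nearest was 11.5% at a resolution of 3.0. There the early macrophage-like cluster also had Tnf among its leading genes. With the settings of the methods, a macrophage-like cluster of 58 nuclei led by Tnf had no subset name and is left out of the 4.40%. Under the 0.5% mitochondrial limit the named share was 0%. It leaves out an unnamed cluster of 138 of 616 nuclei (22.4%), with Arg1, Hmox1 and Ptgr1 among its leading genes.

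The paper places early macrophages mostly at day 1 post-fracture. With the settings of the methods, no macrophages were named in the day 1 library here, and the 237 immune-like nuclei stayed without a finer name. Macrophage-like nuclei made up 6.94% with the measured genes kept, 4.07% with the 5% mitochondrial limit and 3.92% with nothing regressed out, and no early macrophage subset was named among them. The 4.07% leaves out a cluster of 142 nuclei removed as myogenic, with Prkcd, Msr1 and Vav1 among its leading genes. The names of all populations were rebuilt from markers.

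The paper lists Cxcl2, Ccl2, Ccl7, Ccl9 and Thbs1 as factors of early macrophages at day 1 post-fracture. In the immune-like nuclei here, with the settings of the methods, 0 of the 5 had a level above that of barcodes under 200 genes beyond counting error, with ratios from 0.558 for Ccl7 to 1.17 for Thbs1. The barcodes were not held to the mitochondrial and ribosomal limits of the nuclei, and such ratios do not exclude expression in the nuclei. Of the 5 factors that its text names as examples for pIIFCs, Cxcl5 and Csf1 were above that level in the IIFC-like nuclei at day 1. Cxcl2 was below it (0.271), Ccl2 could not be distinguished from it (0.683) and Ccl5 had 0 UMIs. Table S2 also lists Ccl7, Clcf1, Lif, Mif and Cit, whose levels in these nuclei are not reported here.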

Other observations

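Both tests reported for the MTI library were set before their values were seen, after the like pattern at day 1. A cluster of 173 nuclei of this library, 17.3% of 1000, was led by genes such as Elf5 and Tinag, with 5 of the 8 repeat-derived genes among its 50 leading genes, and had a median depth of 689 UMIs. Its share of UMIs on olfactory and vomeronasal receptor genes was 18.1 times that of the named nuclei, myogenic nuclei included (16.2 to 20.3). Spearman's rho between UMIs and gene length was 0.737 in this cluster and 0.540 in the named nuclei, a difference of 0.197. As at day 1, this is consistent with reads from genomic DNA, as a hypothesis. Its median depth was also below that of every other cluster of the library, and no biological explanation was tested.

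The 8 repeat-derived genes took 2.81% of the UMIs in this MTI cluster and 21.5% in the day 1 cluster. A second unnamed day 1 cluster, of 479 nuclei, had 8.60% of its UMIs on these genes, while the immune-like cluster had 2.72% and the skeletal lineage-like cluster 2.28%.

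Macrophages of the 2 libraries were not compared, because no nuclei of the day 1 library were named macrophage-like with the settings of the methods.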
